# Condensin I subunit Cap-G is essential for proper gene expression during the maturation of post-mitotic neurons

**DOI:** 10.7554/eLife.55159

**Published:** 2020-04-07

**Authors:** Amira Hassan, Pablo Araguas Rodriguez, Stefan K Heidmann, Emma L Walmsley, Gabriel N Aughey, Tony D Southall

**Keywords:** condensin, neuron, development, post-mitotic, DamID, *D. melanogaster*

## Abstract

Condensin complexes are essential for mitotic chromosome assembly and segregation during cell divisions, however, little is known about their functions in post-mitotic cells. Here we report a role for the condensin I subunit Cap-G in *Drosophila* neurons. We show that, despite not requiring condensin for mitotic chromosome compaction, post-mitotic neurons express Cap-G. Knockdown of Cap-G specifically in neurons (from their birth onwards) results in developmental arrest, behavioural defects, and dramatic gene expression changes, including reduced expression of a subset of neuronal genes and aberrant expression of genes that are not normally expressed in the developing brain. Knockdown of Cap-G in mature neurons results in similar phenotypes but to a lesser degree. Furthermore, we see dynamic binding of Cap-G at distinct loci in progenitor cells and differentiated neurons. Therefore, Cap-G is essential for proper gene expression in neurons and plays an important role during the early stages of neuronal development.

## Introduction

Differentiated neurons are post-mitotic cells – they lack the ability to further divide to produce daughter cells. However, newly born neurons are not immediately ready to synapse with other neurons, nor generate action potentials. These immature cells undergo morphological changes, generating dendrites and axons, which will eventually form synapses with target cell(s) (Cajal, 1890). Furthermore, newly born neurons display a level of developmental plasticity that is not apparent in terminally differentiated neurons, having been shown to have the potential to dedifferentiate under conditions that do not affect more mature cells (Southall et al., 2014; Zacharioudaki et al., 2019). However, underlying changes at the chromatin level are only just starting to be investigated. Changes in gene expression, chromatin accessibility and the 3D genome organisation all occur as neurons differentiate from progenitor cells (Yuen and Gerton, 2018; Hirano, 2016; Ganji et al., 2018; Kschonsak et al., 2017; Terakawa et al., 2017; Oliveira et al., 2005). Currently, little is known about the mechanisms underlying this transition and the molecular factors that coordinate it.

During mitosis eukaryotic DNA is packaged into condensed chromosomes for efficient segregation between daughter cells. The formation of these highly organised chromosome structures is achieved largely by the actions of the condensin complex (Yuen and Gerton, 2018). Components of the condensin complex form a loop through which DNA is constrained under the regulation of ATP-dependent SMC subunits in a similar manner to the related cohesin complex (Yuen and Gerton, 2018). Most eukaryotes are thought to have two condensin complexes - condensin I and II. Both condensin complexes share a heterodimer of SMC subunits (SMC2/4) and differ based on inclusion of paralogous kleisin subunits (Cap-H/H2), and two HEAT-repeat subunits (CAP-G/G2 and CAP-D2/D3) (Hirano, 2016; Figure 1A). Each condensin subunit plays a crucial role in packaging long strands of DNA into chromosomes via asymmetric loop extrusion (Ganji et al., 2018; Kschonsak et al., 2017; Terakawa et al., 2017) and ensuring proper individualisation of the chromosomes during cell divisions (Oliveira et al., 2005).

**Figure 1.**
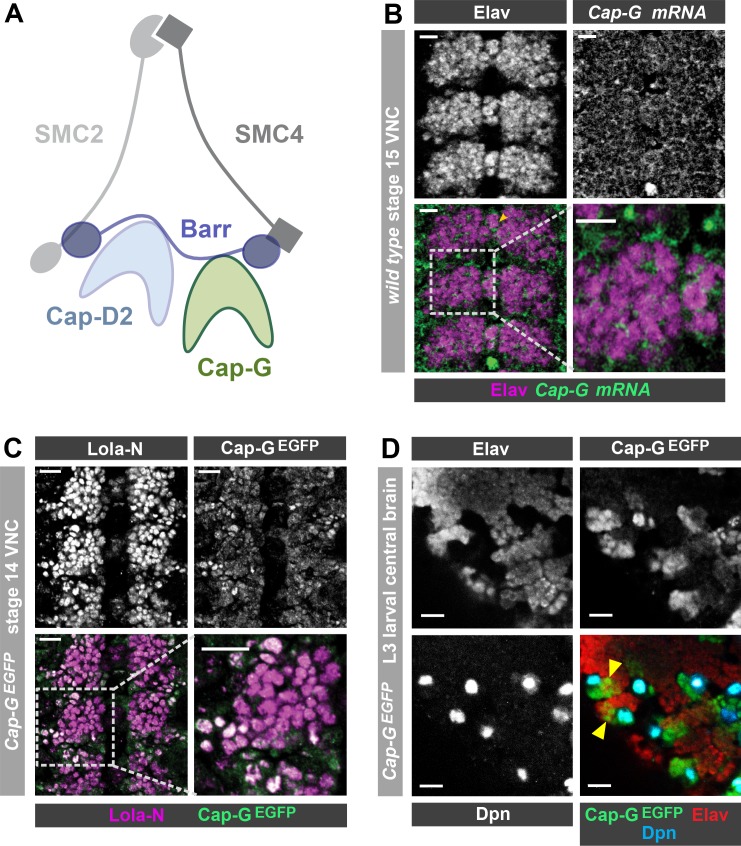
Cap-G expression in *Drosophila* neurons. (**A**) Schematic representation of the *Drosophila* condensin I complex. (**B**) *w^1118^* embryo (stage 15, anterior top). *Cap-G* mRNA is ubiquitously present in neuronal cytoplasm, neurons marked by Elav. (**C**) *Cap-G^EGFP^* embryo (stage 14, anterior top). Cap-G^EGFP^ co-localises with Lola-N in neuronal nuclei of the VNC. (**D**) Optic lobe of 3^rd^ instar larvae *Cap-G^EGFP^*. Cap-G is strongly present in NSCs marked by Dpn. Cap-G is present in neurons (Elav positive) in proximity of NSCs (yellow arrowheads). Scale bars 10 µm.

**Figure 1—figure supplement 1.**
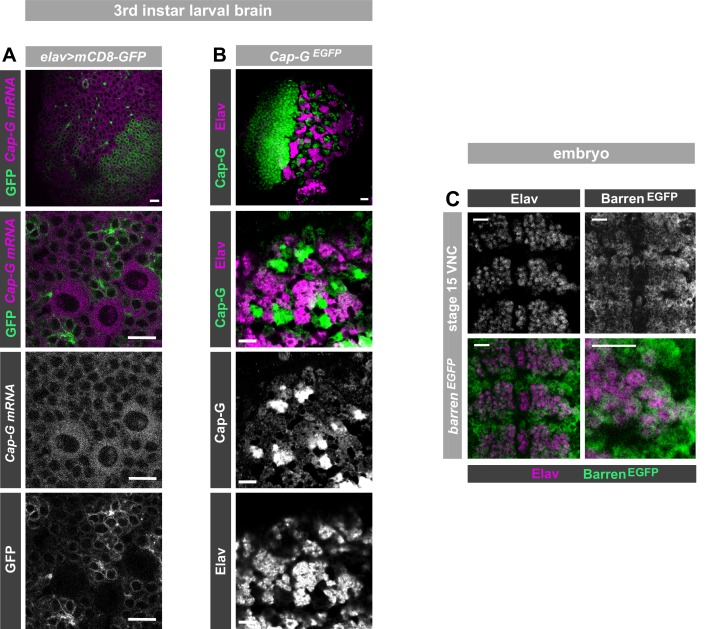
Cap-G^EGFP^ expression in neurons. (**A**) Optic lobe of 3^rd^ instar larvae. *Cap-G mRNA* is ubiquitously expressed in the lobes. mCD8-GFP marks neuronal membrane. Zoom in of central brain section shows expression of *Cap-G mRNA* in neurons marked by elav-driven GFP expression. (**B**) Optic lobe of 3^rd^ instar *Cap-G^EGFP^* larvae. Cap-G is strongly present in the Optic Proliferation centre and the Central brain (CB). Zoom in on CB shows Cap-G is present in neuronal nuclei as it overlaps with marker Elav. (**C**) *Barren^EGFP^* embryo (stage 15). Barren^EGFP^ is present in all cells of the VNC, including Elav positive neurons. All images show ventral view of embryonic VNC (anterior -top). Scale bars = 10 µm.

Several gene silencing mechanisms have also been linked to condensin activity. In yeast, chromatin compaction, driven by condensin, represses transcription in quiescent cells (Swygert et al., 2019). This is supported by observations in mouse T-cells, where condensin II depletion causes chromatin decompaction and an increase in gene expression, disrupting cellular quiescence (Rawlings et al., 2011). In *Drosophila*, condensin I is implicated in regulation of position effect variegation (PEV) (Dej et al., 2004; Savvidou et al., 2005; Cobbe et al., 2006). Heterozygous *Cap-G* mutants show wing notches and rough eye phenotypes in flies, which is attributed to a regulatory role of Cap-G in heterochromatin gene expression (Dej et al., 2004). Furthermore, the *Drosophila* Cap-H orthologue, Barren, interacts with the chromatin-repressing Polycomb complex to silence homeotic genes. In *C. elegans*, the dosage compensation complex (DCC), closely related to condensin I, binds to DNA inducing transcriptional repression (Meyer, 2010). Moreover, depletion of condensin II shows an upregulation in gene expression due to disrupted gene silencing (Kranz et al., 2013). In murine cells, Cap-G2 has a potential role in erythroid cell differentiation by repressing transcription via chromatin condensation (Xu et al., 2006). However, some experiments in yeast argue that condensin does not directly regulate gene expression. For example, a recent study demonstrated that condensin depletion results in genome decompaction but has no effect on overall gene expression (Paul et al., 2018).

These studies observe the roles of condensin in mitotically proliferating cells, but there is limited knowledge of cell-specific, post-mitotic roles for condensin. Condensin mutations in mitotic and interphase cells ultimately disrupt post-mitotic daughter cells, leading to severe phenotypes. For example, in mouse neuronal stem cells (NSCs), condensin II mutations disrupted nuclear architecture and resulted in apoptosis of NSCs and post-mitotic neurons (Nishide and Hirano, 2014). One recent study showed that RNA-levels in *S. cerevisiae* are disrupted upon condensin inactivation due to the well-known phenotype of chromosomal mis-segregation during anaphase (Hocquet et al., 2018). This study points towards condensin having no direct role on transcription and raises the possibility that previous studies implicating condensin in gene expression may be suffering from artefacts resulting from aberrant chromosome segregation. Furthermore, condensin inactivation in differentiated mouse hepatocytes showed no changes in chromatin folding or gene expression (Abdennur, 2018). Conversely, a post-mitotic role for condensin II has been demonstrated in *Drosophila*, in which Cap-D3 regulates transcriptional activation of anti-microbial gene clusters in fat body cells (Longworth et al., 2012).

Despite the wealth of knowledge on condensin complexes, their role in post-mitotic cells remains unclear. In this study we reveal a novel role for the condensin I subunit Cap-G in *Drosophila* post-mitotic neurons. We observed Cap-G expression and localisation in the *Drosophila* central nervous system (CNS) in vivo. Cell-specific knockdown of Cap-G in neurons resulted in severe developmental arrest, behavioural defects, and an overall disruption of gene expression in the CNS. Knockdown animals exhibit a downregulation of neuron-specific genes and an ectopic upregulation of non-CNS-specific genes. Finally, Cap-G DNA binding profiles dynamically change between neuronal stem cells (NSCs) and post-mitotic neurons. The discovery of a neuronal role for Cap-G highlights the importance of studying condensin proteins in a post-mitotic context, to better understand their role in the regulation of gene expression.

## Results

### Cap-G is present in post-mitotic neurons

Upon conducting a yeast-2-hybrid screen to look for proteins interacting with the neuron-specific transcription factor Lola-N, we were surprised to identify the condensin complex component Cap-G as a potential interacting partner. Cap-G is a HEAT-repeat containing subunit exclusive to condensin I (Herzog et al., 2013; Figure 1A). Whilst condensin activity has been characterised in neural stem cells (Nishide and Hirano, 2014), the role of condensin complexes in post-mitotic neurons has not yet been studied in any species. Published RNA-seq data indicates significant levels of condensin subunit transcripts in neurons, including *Cap-G* (Leader et al., 2018; Berger et al., 2012). Therefore, we decided to investigate whether Cap-G was indeed present in *Drosophila* post-mitotic neurons. To characterise *Cap-G* expression in the central nervous system (CNS), we carried out fluorescent in-situ hybridisation for *Cap-G* mRNA on *w^1118^* embryos (stage 15). We observed ubiquitous expression of *Cap-G* in all cells of the Ventral Nerve Cord (VNC) of *Drosophila* embryos (Figure 1B). *Cap-G* mRNA was clearly detectable in neurons marked by the pan-neuronal marker Elav, indicating post-mitotic expression of *Cap-G* in the CNS. We also observe broad expression of *Cap-G* in the larval central nervous system in which *Cap-G* mRNA was detectable at similar levels in the neural stem cells (NSCs) and neurons (Figure 1—figure supplement 1A).

To investigate the distribution of Cap-G protein in the *Drosophila* CNS we utilised a *Cap-G^EGFP^* CRISPR knock-in line (Kleinschnitz, 2020). This line expresses C-terminally EGFP-tagged Cap-G from its endogenous locus, and therefore recapitulates native Cap-G expression. These flies are homozygous viable and fertile and display no apparent ill effects as a result of the EGFP tag. In stage 14 embryos we observed strong Cap-G^EGFP^ signal in NSCs (Figure 2A) and we were also able to detect nuclear EGFP in post-mitotic neurons, which colocalised with the neuronal transcription factor Lola-N (Southall et al., 2014; Figure 1C). As expected, strong GFP signal was observed in mitotic cells in the larval CNS, particularly in NSCs and the optical proliferation centre (Figure 1D, Figure 1—figure supplement 1B). Cap-G not only co-localised with NSC-marker Deadpan (Dpn), but also with neuronal marker Elav in the larval central brain (Figure 1D). Interestingly, EGFP signal was strongest in Elav-positive neurons in closest proximity to ganglion mother cells (GMCs) and NSCs in both embryos and larvae, indicating that Cap-G may play a more prominent role in newly born neurons.

**Figure 2.**
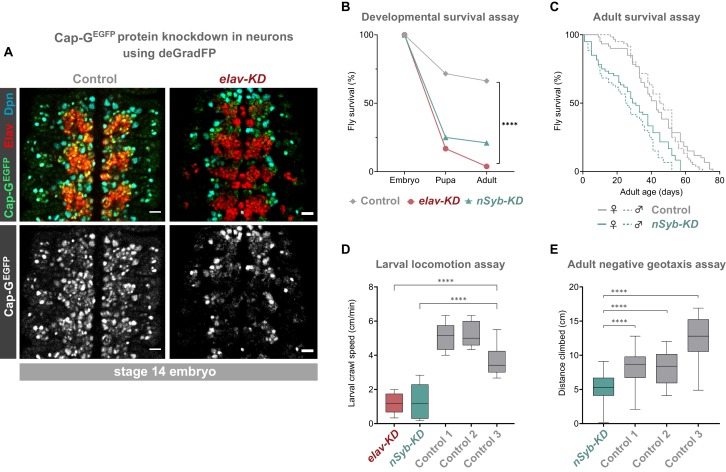
Cap-G knockdown in neurons results in premature developmental arrest and severe mobility defects. (**A**) Effective knockdown of Cap-G^EGFP^ in neurons. Embryonic VNC (stage 14, anterior top) showing reduced Cap-G^EGFP^ levels in neurons marked by Elav in *elav-KD* compared to *Cap-G^EGFP^* control. Cap-G^EGFP^ is still detected in NSCs marked by Dpn in both *Cap-G^EGFP^* control and *elav-KD*. (**B**) Survival of developing flies recorded at pupal and adult stages. *Cap-G^EGFP^* flies were used as the control genotype. Survival expressed as a percentage of the initial total number of embryos. 300 biological replicates/genotype. Logrank test and weighted Gehan-Breslow-Wilcoxon model (****, p<0.0001). (**C**) Survival of adult *nSyb*-KD and *Cap-G^EGFP^* control recorded daily until all flies deceased. Survival expressed as a percentage of starting flies, 60 biological replicates/genotype. Logrank test and weighted Gehan-Breslow-Wilcoxon model (****, p<0.0001). (**D**) Locomotion assay of L3 larvae from three independent experiments. Control 1 = *Cap G^EGFP^; UAS-deGradFP*. Control 2 = *elav-GAL4; Cap-G^EGFP^*. Control 3 = *Cap G^EGFP^; nSyb-GAL4*. Mean crawling speed from 10 technical replicates for each of the 30 biological replicates/genotype. Kruskal-Wallis test one-way ANOVA (****, p<0.0001). (**E**) Negative geotaxis assay from three independent experiments. Control 1 = *Cap G^EGFP^; nSyb-GAL4*. Control 2 = *Cap G^EGFP^; UAS-deGradFP*. Control 3 = *nSyb-GAL4; UAS-deGradFP*. Mean distance climbed from 10 technical replicates for each of the 30 biological replicates/genotype. Kruskal-Wallis test one-way ANOVA (****, p<0.0001).

**Figure 2—figure supplement 1.**
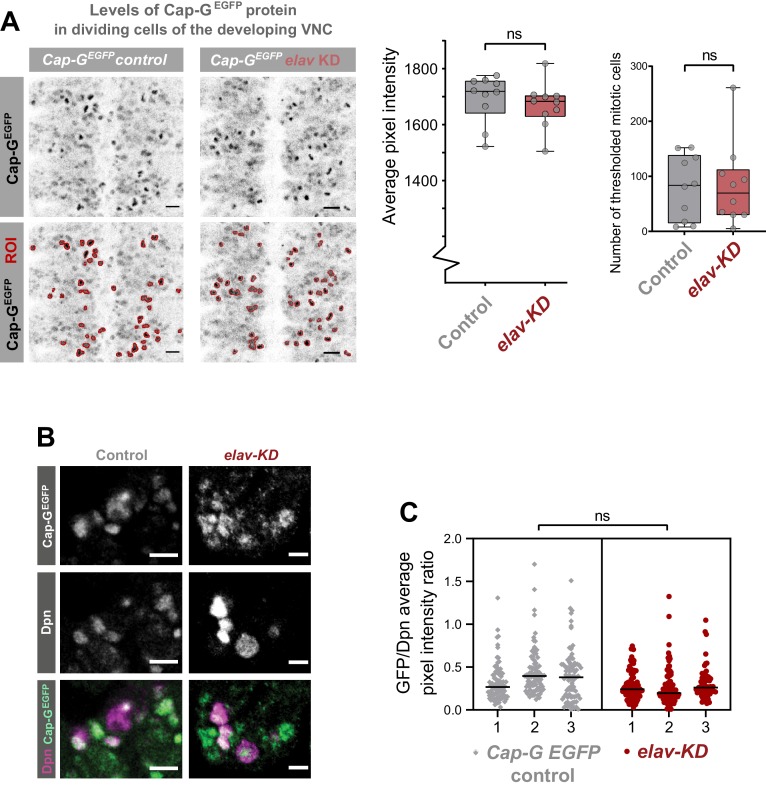
Characterisation of Cap-G knockdown with *elav-GAL4*. (**A**) Quantification of Cap-G^EGFP^ protein levels in dividing cells in *Cap-G^EGFP^* control and *elav-KD* embryonic VNC (stage 15 – anterior top). Pixel intensity thresholding was performed to produce images in which dividing cells were defined as regions of interest (ROI) whilst neurons (lower pixel intensity) were excluded from the analysis. The average pixel intensity of dividing cells is calculated for >30 cells/ embryo, with 10 biological replicates per genotype. No significant difference in Cap-G^EGFP^ levels, t-test (p=0.522). Number of mitotic cells (ROIs) remains constant. (**B**) Representative images showing Cap-G^EGFP^ in NSCs. Note that NSCs show variable Cap-G expression depending on cell-cycle stage. (**C**) Quantification of Cap-G^EGFP^ protein levels in NSCs normalised against Dpn signal. Y-axis displays ratio of EGFP/DPN average signal intensity per cell. The average pixel intensity is calculated for >70 cells/ embryo, with three biological replicates per genotype (*Cap-G^EGFP^* control and *elav-KD*). No significant difference as per Nested t-test (p>0.05).

**Figure 2—figure supplement 2.**
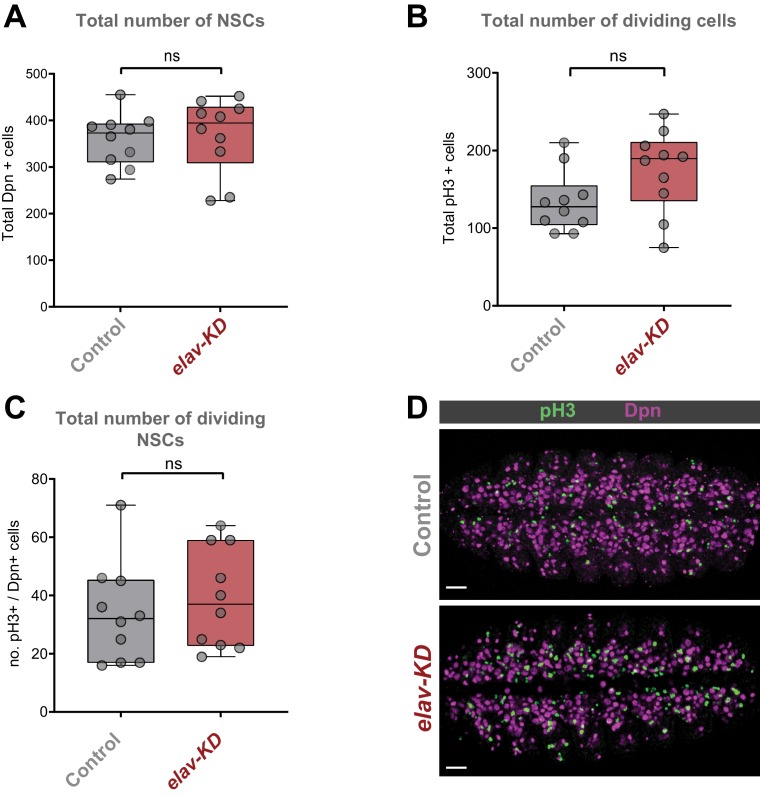
Characterisation of Cap-G knockdown with *elav-GAL4*. (**A-C**) Quantification of NSCs numbers and cell division in *Cap-G^EGFP^* control and *elav-KD* individuals. Z-stacks of embryonic VNC stage 15 for *Cap-G^EGFP^* and *elav-KD* were used. (**A**) Quantification of total number of NSCs marked by Dpn. (**B**) Quantification of total number of mitotic cells marked by pH3. (**C**) Quantification of total number of dividing NSCs as number of pH3+/Dpn+ cells. 10 replicates per genotype. No significant difference as per t-test (p>0.05). (**D**) Maximum Z-projection of stage 15 embryonic VNC for both *Cap-G^EGFP^* and *elav-KD* showing quantified NSCs (Dpn) and dividing cells (pH3). Anterior left, posterior right. Scale bar 10 µm.

**Figure 2—figure supplement 3.**
Apoptosis in *elav-KD*. (**A**) Staining for apoptotic cells in embryonic VNC stage 16 for *Cap-G^EGFP^* (control) and *elav-KD.* Neurons marked in green by Elav and apoptotic cells in magenta by TUNEL staining. Anterior left, posterior right. Maximum Z-projection. Scale bar 10 µm. (**B-C**) Quantification of apoptosis in embryonic VNC stage 16 for *Cap-G^EGFP^* and *elav-KD.* 10 replicates per genotype. (**B**) No significant difference in number of apoptotic non-neuronal cells (TUNEL +, Elav -) between *Cap-G^EGFP^* control and *elav-KD.* (**C**) Significant difference in number of apoptotic neurons (TUNEL+, Elav +), t-test p=0.006. Outliers have been identified and removed using the Grubbs’ test.

To determine whether Cap-G was the only member of the condensin I complex to be present in post-mitotic neurons, we also examined *barren^EGFP^* animals which express a C-terminally EGFP-tagged Barren variant from *the barren* genomic locus. Barren^EGFP^ was clearly detected in all cells of the embryonic VNC as we saw with Cap-G (Figure 1—figure supplement 1C). Interestingly, we observed that Barren appeared to be predominantly in the cytoplasm of neurons, with much lower signal apparent in the nucleus. This result is in agreement with previous reports which have shown that Barren is primarily localised in the cytoplasm of interphase cells (in which Cap-G appears largely nuclear) (Herzog et al., 2013; Oliveira et al., 2007). Since Cap-G showed the most distinct nuclear localisation, we decided to focus on the neuronal role of Cap-G for the rest of this study. Overall, these data confirm that condensin expression is prevalent in the post-mitotic cells of the fly CNS and is maintained throughout development, from embryonic to larval stages, indicating that condensin I may have a previously unappreciated role in post-mitotic neurons.

### The deGradFP system produces robust neuron specific knockdown of Cap-G

The presence of Cap-G in neurons suggests a post-mitotic function for condensin in the CNS. To investigate this putative neuronal role, we used the deGradFP system to create neuron-specific Cap-G knockdown (KD) animals (Caussinus et al., 2012). When combined with *GAL4/UAS*, this system allows for highly specific knockdown of target proteins in a cell-type of interest. By combining deGradFP with *Cap-G^EGFP^* flies, we were able to successfully induce degradation of Cap-G. As expected, ubiquitous degradation of Cap-G-EGFP with *tubulin-GAL4* resulted in 100% embryonic lethality. This is consistent with the essential role of condensin proteins during mitosis as well as previous reports of *Cap-G* mutant embryonic lethality in *Drosophila* (Dej et al., 2004; Jäger et al., 2005).

We induced Cap-G knockdown in neurons, using two post-mitotic drivers, *elav-GAL4* and *nSyb-GAL4. elav-GAL4* is expressed in all neurons, from newly born to mature, whilst *nSyb-GAL4* drives expression solely in more mature neurons in which synapse formation has begun. We performed knockdown experiments using both *GAL4* lines to better characterise the role of Cap-G during neuronal maturation since we observed higher levels of Cap-G in newly differentiated neurons (Figure 1C,D). Cap-G knockdown experiments with these two drivers are referred to as *elav-KD* and *nSyb-KD* respectively hereafter. Immunostaining of *elav-KD* embryos showed a reduction in GFP signal in neurons but not in NSCs, indicating that a robust neuronal knockdown was achieved using the deGradFP method (Figure 2A). Previous reports have indicated that *elav-GAL4* can drive low level expression in embryonic NSCs (but not post-embryonic NSCs) (Berger et al., 2007). Since a recent study raised concerns that condensin knockdown phenotypes seen in interphase may in fact be due to defects in mitotic chromosome segregation (Hocquet et al., 2018) we undertook a careful characterisation of the *elav-KD* on NSCs.

To determine whether we could see any reduction in Cap-G^EGFP^ levels in NSCs or GMCs, we quantified fluorescence levels in live mitotic cells of the VNC in *elav-KD* and *Cap-G^EGFP^* control embryos. We observed no difference in Cap-G^EGFP^ fluorescence in mitotic cells between the control and *elav-KD* embryos (Figure 2—figure supplement 1A). We further analysed Cap-G^EGFP^ signal intensity in fixed tissue using the NSC marker Deadpan (Dpn) as a counterstain. Quantification of Cap-G^EGFP^ in Dpn positive cells revealed no significant difference in signal intensity (Figure 2—figure supplement 1B,C). Therefore we conclude that any low-level expression of deGradFP in NSCs is not sufficient to reduce Cap-G^EGFP^ levels by a detectable amount. Due to the well characterised function of condensin during mitosis, we reasoned that degradation of Cap-G in NSCs would affect their ability to divide. Therefore, we quantified the total number of NSCs (marked by Dpn), the total number of dividing cells (marked by the M-phase marker pH3 Giet and Glover, 2001) and finally the number of actively dividing NSCs (Dpn and pH3-positive cells). We saw no differences in the overall number of NSCs (Figure 2—figure supplement 2A), dividing cells (Figure 2—figure supplement 2B), or number of mitotic NSCs between control and *elav-KD* embryos (Figure 2—figure supplement 2C,D).

Depletion of condensin in the mouse cortex resulted in NSC and neuronal apoptosis (Nishide and Hirano, 2014). Similarly, significant apoptosis was seen in the proliferating cells of zebrafish retinas in Cap-G mutants (Seipold et al., 2009). Therefore, we sought to determine whether an increased amount of cell death was observable in *elav-KD* NSCs, which could be a result of premature Cap-G depletion. TUNEL staining of embryonic VNCs showed no significant difference in the number of apoptotic cells between *Cap-G^EGFP^* controls and *elav-KD* in non-neuronal cells (Figure 2—figure supplement 3A–C). Together, these data show that *elav-KD* does not significantly lower Cap-G levels in NSCs, it does not affect NSC numbers, nor the number of dividing cells, and does not induce apoptosis. Therefore, we conclude that the *elav-KD* has no effect on NSCs and dividing cells at the embryonic stage, suggesting that with this method we are able to achieve a neuron specific, post-mitotic Cap-G knockdown. Although we did not see increased levels of apoptosis in progenitor cells, we did observe a small but statistically significant increase in the number of Elav positive apoptotic neurons, suggesting that degradation of Cap-G may result in decreased cell survival in post-mitotic neurons (Figure 2—figure supplement 3C).

### Neuron-specific knockdown of Cap-G leads to behavioural phenotypes and reduced survival across development

To determine the impact of neuronal depletion of Cap-G on animal survival, we assayed the numbers of *elav-KD* and *nSyb-KD* flies pupating or eclosing as adult flies. We observed a severe developmental lethality phenotype in both neuronal Cap-G KD flies when compared to control *Cap-G^EGFP^* flies. In *elav-KD* animals, only 17% of embryos developed into pupae, and only 4% successfully eclosed to produce adult animals, compared to 71% and 66% reaching pupal or adult stages respectively in controls (Figure 2B). Embryos from *nSyb-KD* flies also displayed a severe survival defect, with only 25% pupating and 21% adults eclosing. Survival analysis using both the Logrank and the Gehan-Breslow-Wilcoxon tests showed a significant difference between the Cap-G^EGFP^ KDs and control flies (p<0.0001, n = 300). Whilst the number of animals surviving to pupation was not significantly different between *elav-KD* and *nSyb-KD,* significantly more *nSyb-*KD flies survived to adult stages. The surviving 4% *elav-KD* adults all died shortly after eclosing.

Despite appearing morphologically normal, we investigated whether surviving *nSyb-KD* flies had any detectable neuronal dysfunction in adulthood. Survival assay for *nSyb-KD* flies revealed a significantly higher mortality rate than controls (Figure 2C). Survival analysis using both the Logrank and the Gehan-Breslow-Wilcoxon tests showed a significant difference between the *nSyb-KD* and control flies (p<0.0001, n = 60). Overall, these results suggest that Cap-G in post-mitotic neurons is necessary for normal development of the CNS and survival.

Further to premature death, we analysed effects of Cap-G KD on larval locomotion ability, commonly used as a proxy to reveal defects in neuronal development (Lanson et al., 2011). Both *elav-KD* and *nSyb-KD* animals displayed locomotion defects when compared to controls (Figure 2D). On average, the Cap-G knockdown larvae moved 4 cm/min less than the control animals (p<0.0001, n = 30). We observed that mobility impairment carried over onto adult flies (Figure 2E). *elav-KD* adults were unable to move after eclosion and died shortly after. A negative geotaxis (climbing) assay (Gargano et al., 2005) on *nSyb-KD* adults showed a compromised ability to climb, with the mean climbing distance of ~5 cm, as compared to ~9 cm or ~ 13 cm for control genotypes (Kruskal-Wallis test one-way ANOVA, p<0.0001, n = 30) (Figure 2E). It should be noted that since such a low proportion of flies survived to adult stages, these flies may have escaped the most severe consequences of Cap-G depletion.

### Neurons have increased levels of DNA damage due to post-mitotic Cap-G KD

We reasoned that due to the role of condensin complexes in organising chromosomes, depletion of Cap-G may have resulted in genomic instability, therefore we decided to assay DNA damage in Cap-G knockdown flies. Using a γ-H2Av antibody as a marker for DNA damage (Lake et al., 2013) and Elav as a neuronal marker, we quantified the percentage of γ-H2Av positive neurons in larval brains. In the larval CNS we observed an increase in neuronal DNA damage in both *elav-KD* and *nSyb-KD*, when compared to *Cap-G^EGFP^* controls (Figure 3A). In *elav-KD* and *nSyb-KD* we observed a two/threefold increase of γ-H2Av+ neurons compared to controls, (Kruskal-Wallis test one-way ANOVA, p<0.001) (Figure 3B).

**Figure 3.**
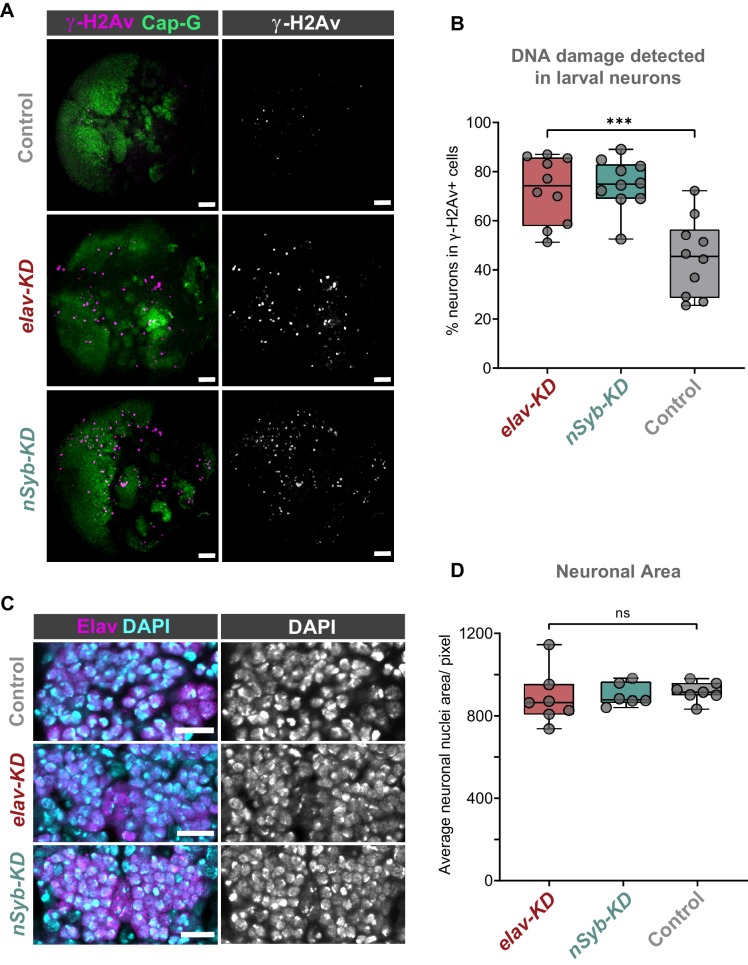
Cap-G knockdown leads to increased DNA damage in larval neurons. (**A**) Larval optic lobes for *Cap-G^EGFP^* controls and *Cap-G KD* genotypes. γ-H2Av indicates DNA damage, Cap-G signal is strongest in dividing cells. Scale bars 10 µm. (**B**) Quantification of γ-H2Av+ neurons as percentage of total γ-H2Av+ cells. 10 biological replicates per genotype. Kruskal-Wallis test one-way ANOVA (***, p<0.001). (**C**) Section of embryonic VNC (ventral view) stage 15 for all genotypes. Elav to mark neuronal nuclei and DAPI as nuclei stain. Control (*Cap-G^EGFP^*), *elav-KD* and *nSyb-KD* genotypes. (**D**) Quantification of neuronal nuclei area. Pixel area average of at least 1000 cells per replicate was analysed. seven biological replicates per genotype. No statistical difference determined by one-way ANOVA (p>0.5).

Given that condensin complexes are implicated in chromatin condensation, it seemed reasonable to question whether Cap-G has any role in regulating chromatin structure or distribution in neurons. To assess whether Cap-G KD influenced overall chromatin condensation we quantified nuclear area in embryonic neurons. Control and KD embryos were stained for the neuronal marker Elav as well as DAPI to highlight overall DNA content (Figure 3C). We observed no significant difference in the size of nuclear area between Cap-G KD and controls when Cap-G was depleted with either *elav* or *nSyb-GAL4* (Figure 3D).

### Dynamic Cap-G association with chromatin in mitotic NSCs and post-mitotic neurons

Since we have observed Cap-G in the nuclei of post-mitotic neurons, we sought to characterise its association with chromatin to further illuminate its role in gene regulation in the CNS. 

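Targeted DamID maps where a protein meets the genome in one cell type of an intact tissue. The protein is fused to the bacterial Dam methylase, which methylates GATC sites close to where the protein binds, and a GAL4 driver sets the cells in which the fusion is made. Cap-G-Dam was expressed in larval brains from *wor-GAL4* in neural stem cells (NSCs), from *elav-GAL4* in all neurons including immature ones (elav neurons), and from *nSyb-GAL4* in mature neurons (nSyb neurons). Each driver had 2 Cap-G-Dam samples and 2 Dam-only samples of 30 brains each, 12 samples in all. Animals were kept at 18°C for 7 days and then at 29°C for 24 h to induce Dam.
The authors mapped the 50 bp reads with Bowtie2 to release 6.03 of the genome, assigned them to GATC fragments and normalised Cap-G-Dam against Dam-only. The values used here are 1 averaged track per driver, the log2 ratio of Cap-G-Dam to Dam for 373710 GATC fragments (median length 196 bp) on chromosome arms 2L, 2R, 3L, 3R, 4 and X. A value above 0 means more methylation by Cap-G-Dam than by Dam alone. A value below 0 can come from less Cap-G or from more Dam-only methylation, which the ratio alone cannot tell apart. The read depth and the way the replicates were averaged are not given in the sources used here. With 1 averaged track per cell type there is no replicate spread, so every value stands without an error or a p-value.
Regions bound by Cap-G were called in each track as runs of at least 2 consecutive fragments above a high quantile of that track, at an FDR of 0.01% against fragments in random order. A gene was called bound if a region overlapped it or lay within 5 kb of it with no gene in between. The value of a gene is the mean log2 ratio over its annotated span, weighted by fragment length, with its percentile among 13911 protein-coding genes of that track. The 3 tracks were normalised separately, so cell types are compared by percentile or by the scaled value, which is the gene value minus the median of all genes, divided by the median absolute deviation made comparable to an SD. Lists of genes with a shared function were fixed before the data were examined. The median of each list is given with its percentile among 10000 random lists of the same size and the same gene lengths. A list whose median falls among the lowest or highest 2.5% of random lists is described as lower or higher than random lists.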

We used Targeted DamID (TaDa) (Southall et al., 2013; Aughey et al., 2019) to profile cell-type specific Cap-G binding in NSCs and post-mitotic, differentiated neurons. For differentiated neurons, we continued to use both *elav-GAL4* and *nSyb-GAL4* drivers to further characterise differences in Cap-G binding between newly born and fully differentiated neurons (Figure 4A). Cap-G binding in NSCs was determined using *wor-GAL4* so that we could compare the genomic localisation of Cap-G between actively dividing and post-mitotic cells. TaDa requires the expression of a fusion protein with the *E. coli* Dam methylase. Since we have seen that Cap-G remains functional when tagged with EGFP at the C-terminus, the fusion of Dam at the same site should not disrupt Cap-G localisation or function.

**Figure 4.**
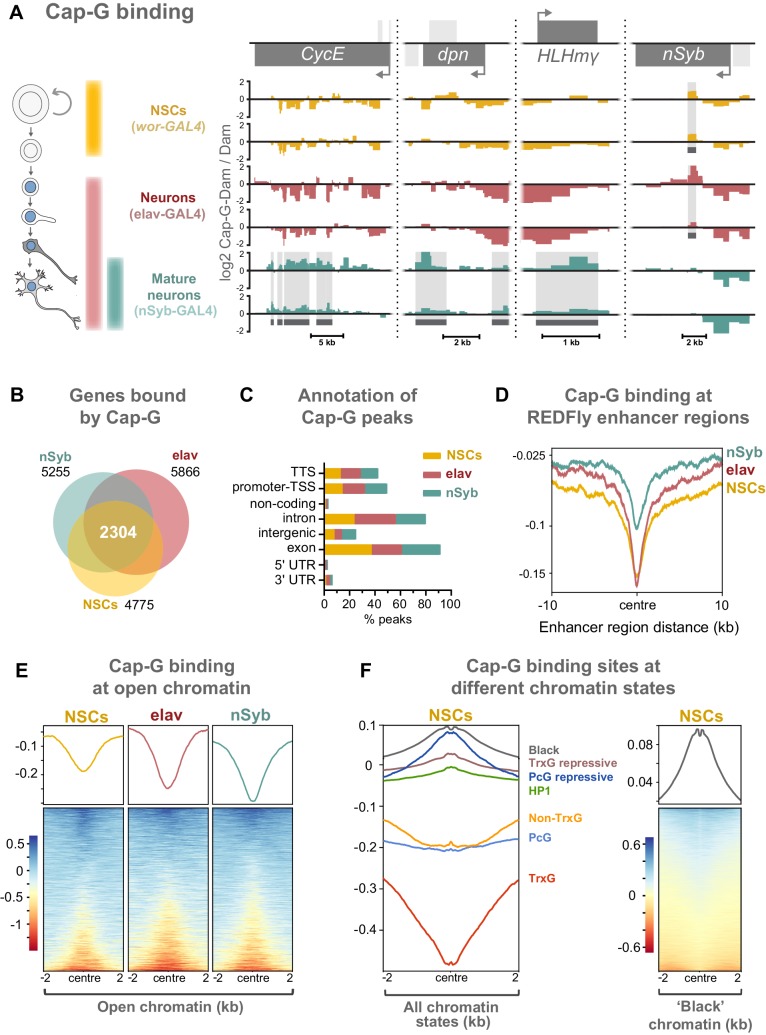
Cap-G binds to DNA in NSCs and neurons. (**A**) Cap-G binding at example loci in NSCs (*wor-GAL4*), all neurons including immature neurons (*elav-GAL4*) and mature (*nSyb-GAL4*) neurons. Light grey boxes on the gene annotation tracks represent other genes. Horizontal grey bars on the data tracks indicate statistically significant peaks. Y-axes display normalised ratio of log_2_ Cap-G-Dam/Dam. N.b. since TaDa data is normalised to Dam-only signal it is normal to observe ‘negative peaks’ at sites of depleted binding that have higher background Dam-only methylation. (**B**) Venn diagram showing unique genes bound by Cap-G and the total overlap between all cell types. (**C**) Genomic annotation of Cap-G peaks shows enrichment in gene bodies (introns and exons) whilst binding at non-coding regions are depleted. (**D**) Cap-G binding is depleted at known *Drosophila* Regulatory Elements (REDfly, http://redfly.ccr.buffalo.edu/index.php). Profiles plotted against centre of enhancer region and 10 Kb up/downstream. (**E**) Average Cap-G binding is depleted at accessible chromatin for all cell types. Plot shows 2 Kb up/downstream centre of an open chromatin region. Note that a subset of sites appear enriched for Cap-G binding (blue lines on heatmap) (**F**) Average Cap-G binding in different chromatin states in NSCs. Cap-G binding is enriched in repressive states (Black, HP1, TrxG-repressive, and PcG repressive), and depleted in permissive chromatin states (non-TrxG, TrxG, and PcG). Heatmap is shown for the most highly enriched ‘black’ state (non-HP1, non-PcG repressive state).

**Figure 4—figure supplement 1.**
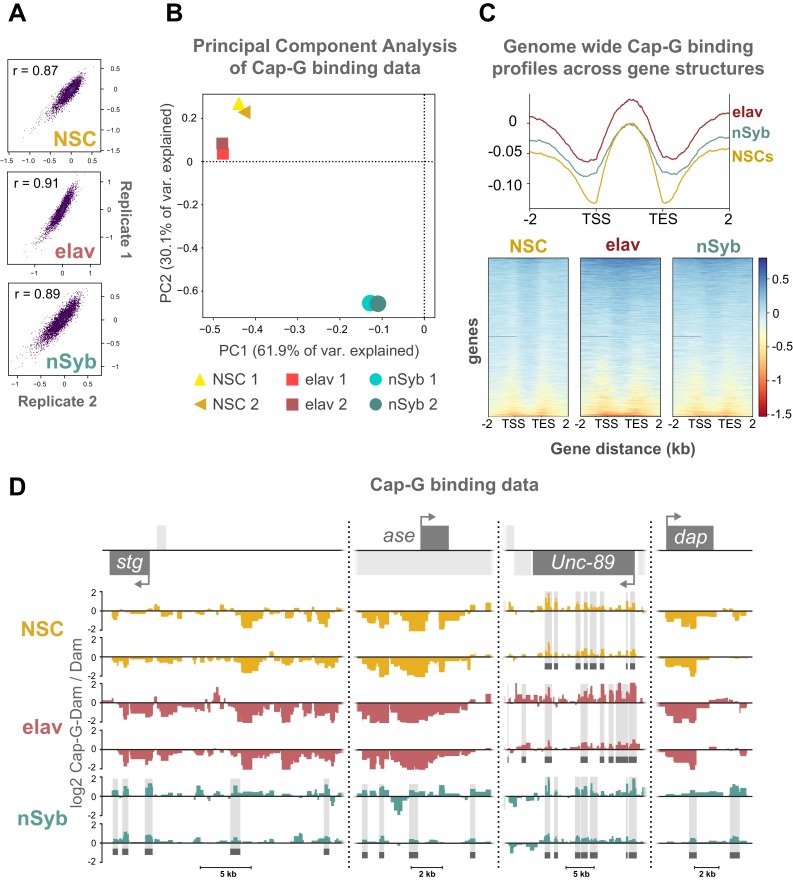
Analysis of Cap-G binding. (**A**) Scatterplots indicating correlation between replicates for each cell-type. (**B**) Principal component analysis indicating close relationship between replicates. (**C**) Average binding of Cap-G across scaled gene-regions (all genes). Binding is relatively increased within the gene body. (**D**) Cap-G binding at example loci. Light grey boxes on the gene annotation tracks represent other genes. Horizontal grey bars on the data tracks indicate statistically significant peaks. Note increased binding of Cap-G to *stg* upstream regulatory region and *ase* up and downstream regions in mature neurons. *Unc-89* (not expressed in CNS) shows strong Cap-G binding in all cell stages.

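At *ase* and *dap* the Cap-G ratio changed sign between NSCs and mature neurons. *ase* (asense), a proneural transcription factor gene of NSCs, lies on X from 460747 to 463176. Its mean log2 Cap-G-Dam/Dam was -1.07 in NSCs and -1.30 in elav neurons, at percentile 0.3 of all protein-coding genes in both, and 0.27 in nSyb neurons, at percentile 85.4. All 12 of its GATC fragments were above 0 in nSyb neurons, and none was above 0 in NSCs or elav neurons.
The 5 kb upstream of *ase* had means of -1.30 in NSCs, -1.80 in elav neurons and 0.08 in nSyb neurons, and the 5 kb downstream had -0.11, -0.21 and 0.16. *dap*, which encodes the cyclin-dependent kinase inhibitor Dacapo, lies on 2R from 9712321 to 9716256. Its mean was -0.93 in NSCs, -1.10 in elav neurons and 0.24 in nSyb neurons, where 11 of its 11 fragments were above 0.
No region at an FDR of 0.01% overlapped either gene in any cell type, and at 1% a region from 9714175 to 9716997 (mean 0.32) overlapped *dap* in nSyb neurons. Within 5 kb of *dap*, a region from 9703759 to 9707929 (mean 0.40) was called in NSCs at 0.01%. In nSyb neurons 3 regions, the overlapping one included, lay within 5 kb of *dap* at 1%. With 5 kb added on each side, *dap* had -0.32 in NSCs and -0.46 in elav neurons, and *ase* had 0.15 in nSyb neurons.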

**Figure 4—figure supplement 2.**
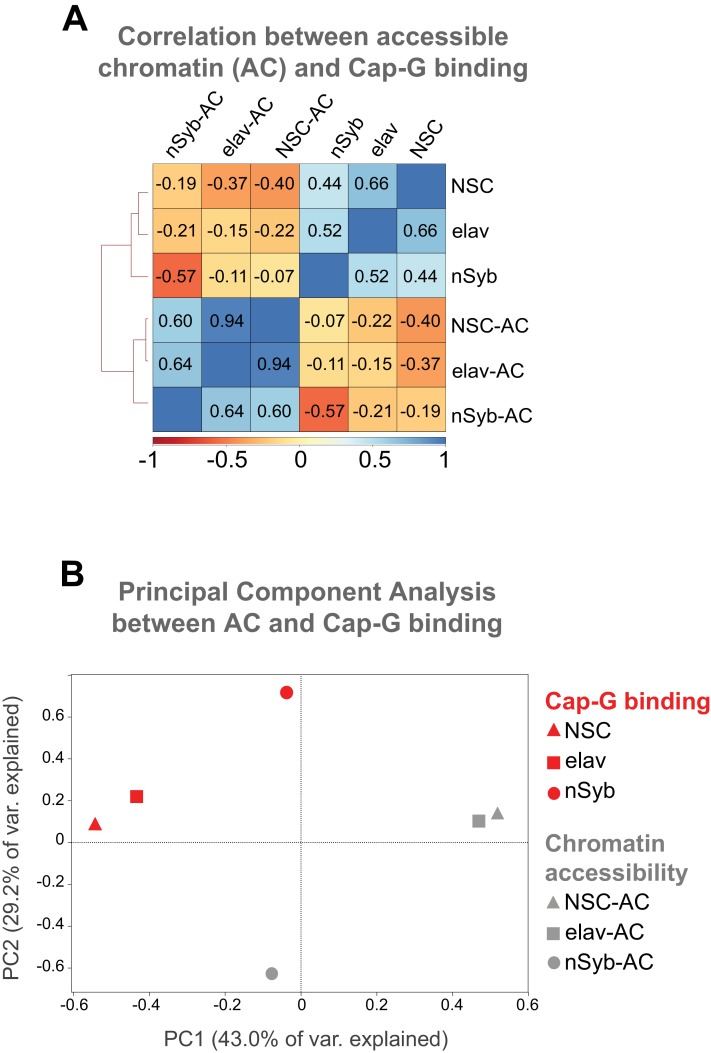
Comparisons between chromatin accessibility and Cap-G binding. (**A**) Correlation heatmap between Cap-G binding and Accessible Chromatin (AC) per cell type. Cap-G binding negatively correlates with AC in each cell type. Numbers represent Spearman’s rank correlation coefficient. Cap-G binding and AC samples cluster separately by k-means. (**B**) PCA of Cap-G binding and AC per cell type. Cap-G binding (red) and AC (grey) cluster separately. Elav and NSC cluster in proximity of each other reflecting their greater similarity, whilst nSyb is more distant, observed in both AC and Cap-G binding samples.

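The tracks of NSCs and elav neurons were the most alike over 10 kb bins of the genome. Across 13390 bins, Spearman's rho was 0.66 between NSCs and elav neurons, 0.51 between elav and nSyb neurons and 0.44 between NSCs and nSyb neurons. Some genes were far from the median gene in the same direction in all 3 cell types. *Calr*, which encodes the chaperone calreticulin, had a log2 ratio of -1.07 in NSCs, -1.45 in elav neurons and -1.33 in nSyb neurons. *Jhe*, which encodes juvenile hormone esterase, had 0.79, 0.47 and 0.74 in the same order (percentiles 99.9, 92.4 and 99.6).
Bins along a chromosome are not independent replicates, so no p-value is given. Over single GATC fragments rho was 0.44 for both NSCs with elav neurons and elav with nSyb neurons, and 0.37 for NSCs with nSyb neurons, so the first pair no longer stood above the second. Shared bound genes order the pairs differently, with the fewest shared by NSCs and elav neurons.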

Two biological replicates were performed for each condition and significantly bound regions were identified using a custom peak calling method developed specifically for DamID data (see Materials and methods). The DamID methyl-PCR required for the TaDa experiments yielded strong amplification for all cell types, indicating that Cap-G-Dam associates with chromatin in post-mitotic cells. 

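Regions bound by Cap-G lay on all of the large chromosome arms in the 3 cell types. There were 877 regions in NSCs, 1186 in elav neurons and 964 in nSyb neurons, covering 1.72, 3.04 and 2.42 Mb, or 1.28%, 2.27% and 1.81% of the genome in GATC fragments. Their median length was 1855, 2292 and 2348 bp, and their median log2 Cap-G-Dam/Dam was 0.47, 0.75 and 0.55. Genes with some of the highest values and a region nearby were *Obp99a* in NSCs (0.88), an odorant-binding protein gene, *GstD9* in elav neurons (1.46), a glutathione S-transferase gene, and *CkIIbeta2* in nSyb neurons (1.03), which encodes a casein kinase II regulatory subunit.
The X chromosome held fewer regions for its length than arms 2L, 2R, 3L and 3R. It had 103 regions in NSCs, 134 in elav neurons and 54 in nSyb neurons, covering 0.88%, 1.30% and 0.46% of the arm, while the large autosomal arms had 1.24% to 1.81%, 2.22% to 2.69% and 1.96% to 2.22%. The small chromosome 4 had 2, 0 and 3 regions, and its mean log2 ratio was -0.23 in NSCs, -0.18 in elav neurons and -0.20 in nSyb neurons.
The number of regions depends on the threshold, with 3604, 3817 and 3809 at an FDR of 1% and 513, 634 and 537 when only quantiles from 0.90 to 0.99 were used. Neighbouring fragments correlated at 0.75, 0.79 and 0.77, so an FDR from fragments in random order is lenient.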

Sequencing revealed that Cap-G peaks are prevalent across the genome of all cell types. There is a strong positive correlation between biological replicates for each cell stage (Spearman’s correlation, r = ~0.9) (Figure 4—figure supplement 1A). Moreover, principal component analysis shows that biological replicates per cell stage cluster together into three independent clusters, matching each cell stage analysed (Figure 4—figure supplement 1B).

Cap-G binding is highly variable between NSCs and differentiated neurons, suggesting specific roles in gene regulation in these cell types (Figure 4A, Figure 4—figure supplement 1D). 

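Single genes and whole lists differed in their Cap-G ratio between NSCs and neurons. The largest rise of the scaled value from NSCs to nSyb neurons was at *ase* (7.53), and *hbn*, which encodes the homeodomain protein Homeobrain, rose by 6.61, from a log2 ratio of -0.94 to 0.24. *aay*, which encodes phosphoserine phosphatase, went the other way, from 0.15 to -1.06 (scaled difference -5.04), as did *Loxl1*, a lysyl oxidase gene, from 0.49 to -0.55 (-5.14). From NSCs to elav neurons the largest rise was at *Fis1*, a mitochondrial fission gene (7.03), and *E(spl)mdelta-HLH*, a Notch target, fell by 5.97.
Among the fixed lists, the 43 Hox and other Polycomb target genes had a scaled median 0.72 higher in nSyb neurons than in NSCs, with 39 members higher, above every random list. The 48 axon guidance and adhesion genes had a scaled median of -0.50 in elav neurons relative to NSCs, with 35 members lower, below every random list.
These differences compare 1 averaged track with another and could not be set against the spread between replicates. The tracks differ in spread, so a scaled difference can be large at a gene far from the median with little change in rank, as at *Bka*, which rose by 4.80 from NSCs to elav neurons while its percentile went from 0.0 to 0.5.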

Cap-G binds in the region of known NSC- specific genes such as *dpn* and *HLHm*γ (Harding and White, 2018; Figure 4A). 

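The NSC genes *dpn* and *E(spl)mgamma-HLH* had a low Cap-G ratio in NSCs and a high one in mature neurons. The ratio does not tell less Cap-G at these genes from more Dam-only methylation. *dpn* (deadpan), a bHLH repressor gene of NSCs on 2R from 8228971 to 8232330, had a mean log2 Cap-G-Dam/Dam of -0.21 in NSCs (percentile 15.7), -0.22 in elav neurons (18.4) and 0.41 in nSyb neurons (94.4). All 18 of its fragments were above 0 in nSyb neurons. *E(spl)mgamma-HLH* (*HLHm*γ), a Notch target on 3R from 25999851 to 26000761, had -0.22 in NSCs (percentile 15.2), -1.06 in elav neurons (0.9) and 0.61 in nSyb neurons (98.8). Its span meets only 4 fragments, fewer than the 5 required here for a gene to be ranked.
The list of 27 NSC and progenitor genes was also low in NSCs and elav neurons and higher in nSyb neurons. Its median was -0.25 in NSCs, with 26 members below 0, and -0.56 in elav neurons, with all 27 below 0, in both below every random list. In nSyb neurons it was 0.08, with 21 members above 0 (percentile 97.44). Called bound at an FDR of 0.01% were 2 of the 27 in NSCs and 2 in nSyb neurons. That is 7.4% in each, against 7.8% and 9.4% of all protein-coding genes. At 1% it was 5 in NSCs and 14 in nSyb neurons, where 3636 and 4059 of all 17673 genes were called. The lowest members were *E(spl)m8-HLH*, with -1.26 in NSCs and -1.50 in elav neurons, and *ase*. The scaled median was 1.81 higher in nSyb neurons than in NSCs, with 26 of 27 members higher, above every random list.
At an FDR of 0.01% no region lay within 5 kb of *dpn* or *E(spl)mgamma-HLH* in any cell type. At 1% each had 2 such regions in nSyb neurons alone, 1 of them over *dpn* from 8228575 to 8230398 (mean 0.72). Neither region near *E(spl)mgamma-HLH* overlapped it, and the one from 25997528 to 25999064 (mean 0.58) lay over *E(spl)mdelta-HLH*. In nSyb neurons *dpn* had 0.24 by the unweighted median of its fragments, *E(spl)mgamma-HLH* had 0.28 with 5 kb on each side, and the list lay at percentiles 98.38 and 99.90 by these measures, past the limit that it narrowly misses by the gene mean.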

The cell-cycle genes *CycE* and *stg* display a similar trend (Figure 4A, Figure 4—figure supplement 1D). Conversely, Cap-G peaks are detected at the neuronal gene *nSyb* in NSCs and *elav* neurons but are absent in nSyb neurons (Figure 4A). Moreover, Cap-G also binds to non-neuronal genes in all cell-types, such as *Unc-89*, which is expressed in muscle tissues, but not the CNS (Gargano et al., 2005; Figure 4—figure supplement 1D). 

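*CycE* and *stg* were below the median gene in NSCs and elav neurons and near the top of the range in nSyb neurons. *CycE*, which encodes the G1/S cyclin Cyclin E, spans 2L from 15727581 to 15748150. Its mean log2 ratio was -0.30 in NSCs (percentile 10.1), -0.48 in elav neurons (7.3) and 0.39 in nSyb neurons (93.7), where 75 of its 80 fragments were above 0. In nSyb neurons 2 bound regions overlapped it, from 15731919 to 15735874 (mean 0.73) and from 15736962 to 15739697 (mean 0.60). *stg* (string), the Cdc25 phosphatase gene that drives entry into mitosis, lies on 3R from 29251826 to 29255800 and had -0.35 in NSCs (percentile 7.8), -0.84 in elav neurons (2.0) and 0.34 in nSyb neurons (90.9).
Of 34 cell-cycle and replication genes, 27 were below 0 in NSCs and 24 in elav neurons, with medians of -0.17 and -0.22, below every random list. In nSyb neurons 22 were above 0, with a median of 0.08 (percentile 92.16). Called bound at an FDR of 0.01% were 0 in NSCs, 2 in elav neurons and 2 in nSyb neurons. That is 0.0%, 5.9% and 5.9%, against 7.8%, 10.5% and 9.4% of all protein-coding genes. *Cdk1*, the mitotic kinase gene, had -0.91 in NSCs, *CycB3* had -1.03 in elav neurons, and the replicative helicase gene *Mcm7* had 0.39 in nSyb neurons. *E2f2* was the lowest member in nSyb neurons, with -0.43. The scaled median was 1.35 higher in nSyb neurons than in NSCs, with 31 of 34 members higher, above every random list.
No region overlapped *stg* in nSyb neurons at an FDR of 0.01% and 2 did at 1%. With 5 kb on each side *stg* had -0.17 in NSCs and -0.35 in elav neurons, and by the unweighted median of its fragments *CycE* had -0.14 in NSCs.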

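The synaptic vesicle gene *nSyb* (neuronal Synaptobrevin) had a bound region in NSCs and none in nSyb neurons. It lies on 3L from 1630348 to 1637752. In NSCs the region ran from 1634407 to 1635043 (mean log2 ratio 0.84). In elav neurons a region from 1634407 to 1635509 (mean 0.81) was called at an FDR of 1% but not at 0.01%, and in nSyb neurons none was called at either. The mean over the gene was -0.08 in NSCs (percentile 32.5), -0.12 in elav neurons (26.9) and -0.35 in nSyb neurons (11.1).
Lists of synaptic, ion channel, and Dpr and DIP genes were lower in nSyb neurons relative to NSCs. The 37 synaptic and neurotransmission genes had a median of 0.00 in NSCs (percentile 65.89), -0.03 in elav neurons (4.24) and -0.17 in nSyb neurons (0.03), with 30 below 0 in nSyb neurons. *VGAT*, the vesicular GABA transporter gene, had -0.64 there, and the serotonin transporter gene *SerT* had 0.43. Their scaled median in nSyb neurons relative to NSCs was -0.66 (percentile 0.01), with 28 members lower. The 44 ion channel and neurotransmitter receptor genes had medians of 0.01, 0.04 and -0.11 (percentiles 90.71, 50.25 and 2.60). Their scaled median relative to NSCs was -0.50 in nSyb neurons (percentile 0.31), with 38 members lower, among the lowest of them *GABA-B-R2* (-0.74). The 32 Dpr and DIP genes, cell-surface proteins that pair at synapses, had -0.02, -0.10 and -0.20 (percentiles 24.80, 0.22 and 0.00), with 31 below 0 in nSyb neurons, and a scaled median of -0.65 relative to NSCs (percentile 0.04).
Relative to elav neurons, the outcome in nSyb neurons depended on the gene value, with the synaptic genes at percentile 7.96 (1.37 with 5 kb on each side) and the Dpr and DIP genes at 20.17 (0.60 by the unweighted median). By the unweighted median of its fragments *nSyb* had 0.01, 0.15 and -0.07, a change of sign in NSCs and elav neurons, and the synaptic list's difference from NSCs lay at percentile 3.45.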

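*Unc-89* (*Obsc* in the annotation used here), which encodes a giant muscle sarcomere protein, was above 0 in all 3 cell types. It lies on 2R from 23995543 to 24014254, and its mean log2 ratio was 0.33 in NSCs (percentile 96.0), 0.50 in elav neurons (94.0) and 0.33 in nSyb neurons (89.9). Of its 106 fragments, 100, 94 and 96 were above 0. It held 3 bound regions in NSCs and 4 in elav neurons, among them one from 24013479 to 24014577 with a mean of 1.73 in elav neurons. In nSyb neurons no region was called at an FDR of 0.01% and 4 were at 1%.
The list of muscle genes, which includes *Unc-89*, was high in both kinds of neuron. The 34 genes had a median of 0.02 in NSCs (percentile 92.82), 0.23 in elav neurons (99.97) and 0.14 in nSyb neurons (99.95), with 28 above 0 in each kind of neuron. The tropomyosin gene *Tm2* had 0.78 in elav neurons, the myosin light chain gene *Mlc1* 0.47 and the actin gene *Act57B* 0.46 in nSyb neurons. Of the 34, 8 were called bound in NSCs (23.5%), 18 in elav neurons (52.9%) and 9 in nSyb neurons (26.5%), against 7.8%, 10.5% and 9.4% of all protein-coding genes, shares that are not matched on gene length.
The 20 fat body and larval serum genes had 0.17, 0.19 and 0.22 (percentiles 100.00, 97.43 and 100.00), and the larval serum protein gene *Lsp2* had 0.56 in NSCs. The 24 glial genes, which other cells of the brain express, had 0.04, 0.22 and 0.17 (percentiles 96.36, 99.54 and 99.90), with *wrapper* at 0.53 in nSyb neurons. In NSCs the muscle and glial lists reached percentiles 98.73 and 98.70 with 5 kb added to each gene.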

Whilst binding of Cap-G is frequently seen in the gene body, in some cases peaks are observed in the surrounding locus as in the case of *stg* in which several peaks are present in the upstream regulatory region (Figure 4—figure supplement 1D). 

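The 20 kb upstream of *stg*, toward higher coordinates on 3R, were low in NSCs and elav neurons and above 0 in mature neurons, like the gene itself. Their mean log2 ratio was -0.42 in NSCs, -0.80 in elav neurons and 0.20 in nSyb neurons. In nSyb neurons a region from 29272475 to 29273587 (mean 0.57) lay in this stretch at an FDR of 1%, beside a region over the start of the gene from 29255369 to 29256112 (mean 0.92) and one inside it from 29253130 to 29253715 (mean 0.90). None of them passed 0.01%. On the other side of the gene, downstream, a region from 29246473 to 29247942 (mean 0.36) was called in NSCs at 0.01%.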

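Cap-G-bound genes numbered 1166 in NSCs, 1599 in elav neurons and 1448 in nSyb neurons, out of 17673 annotated genes. These counts, called on the averaged tracks, are well below those of the paper. The paper used its own program on each replicate and kept the peaks found in both. The caller used here was a different one, and the reason for the lower counts was not tested. Fig. 4B, read by eye, shows about 4800, 5900 and 5300 genes, with about 2300 in all 3. Of the genes called here, NSCs and elav neurons shared 399, NSCs and nSyb neurons 509, and elav and nSyb neurons 509. Independent lists of these sizes would share 105, 96 and 131, and lists drawn within deciles of gene length 160, 132 and 181. In all 3 cell types 222 genes were bound, where independent lists would give 9. Genes bound in a single cell type numbered 480 in NSCs, 913 in elav neurons and 652 in nSyb neurons. *CycE*, for example, was called in nSyb neurons alone, *nSyb* in NSCs alone, and the muscle gene *Unc-89* in NSCs and elav neurons.
All 3 of these examples change at an FDR of 1%, where *CycE* is also called in NSCs (a region from 15739319 to 15740425, mean 0.25), *nSyb* also in elav neurons and *Unc-89* in each cell type. At that FDR the counts were 3636, 3889 and 4059, with 1401 genes in all 3 cell types, and with quantiles from 0.90 to 0.99 only they were 666, 781 and 746, with 55 in all 3. A gene called in one track and not in another is not shown to differ between them, since the difference itself was not tested.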

Overall, the number of genes bound by Cap-G is similar across cell types, but significant differences are apparent with uniquely bound genes detected in each cell-type (Figure 4B). 

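Between elav and nSyb neurons, the 5 largest rises of the scaled Cap-G value were at *Hey*, *E(spl)m7-HLH*, *E(spl)mdelta-HLH*, *ase* and *Dic3*. *Hey*, a bHLH gene that Notch activates in newborn neurons, went from a log2 ratio of -1.52 in elav neurons to 0.38 in nSyb neurons, a scaled difference of 7.09, the largest of all ranked genes. *E(spl)m7-HLH* went from -1.35 to 0.52 (7.03) and *E(spl)mdelta-HLH* from -1.09 to 0.71 (6.83). *Dic3*, a mitochondrial carrier gene that lies next to *Hey* on 2R, went from -0.73 to 0.74 (5.67). The largest fall was at *Pgi*, which encodes the glycolytic enzyme phosphoglucose isomerase, from 0.31 to -0.94 (scaled difference -4.58). *CG10863* went from 0.77 to -0.47 (-4.39).
Whole lists differed as well. The NSC and progenitor genes had a scaled median 2.5 higher in nSyb than in elav neurons, with 26 of 27 members higher. The cell-cycle and replication genes were 1.29 higher, with 32 of 34 members higher, and the Hox and other Polycomb target genes were 1.12 higher, with 37 of 43 members higher. All 3 lay above every random list. The ion channel and neurotransmitter receptor genes had a difference of -0.40 (percentile 3.35), with 38 of 44 members lower, and with 5 kb added to each gene it lay at percentile 0.42. For the 24 glial genes it was 0.04 (percentile 78.01).

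**Figure D1:**
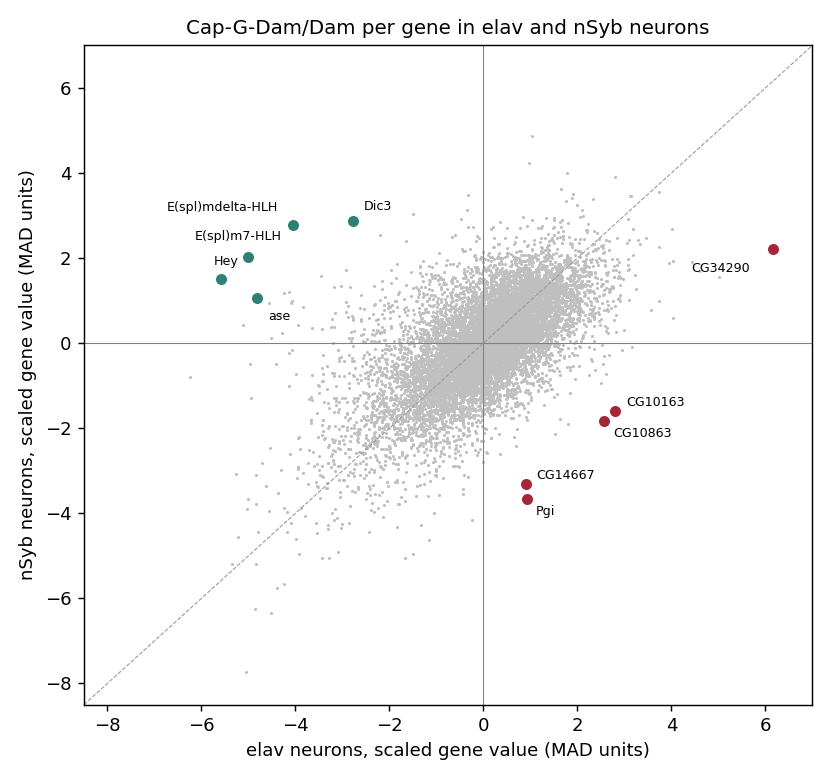
Scaled Cap-G gene value of each ranked protein-coding gene in elav neurons (horizontal axis) against nSyb neurons (vertical axis), in units of the median absolute deviation (made comparable to an SD) of that track, with the line of equal values dashed. The 5 genes with the largest rise (green) lie at the upper left. The 5 with the largest fall (red) lie below the dashed line, at the lower right except *CG34290*. That gene was high in both tracks, at 6.15 in elav neurons and 2.22 in nSyb neurons. *Hey* stands at -5.59 in elav neurons and 1.50 in nSyb neurons.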

Interestingly, marked differences are apparent in Cap-G binding between the two post-mitotic cell stages. Together these data suggest that Cap-G binding is cell-specific and dynamic across cell types, changing as the NSC differentiates and the neuron matures.

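Set side by side, the gene lists followed different courses from NSCs to mature neurons. The 43 Hox and other Polycomb target genes had medians of -0.01 in NSCs (percentile 52.89), -0.07 in elav neurons (0.30) and 0.17 in nSyb neurons (100.00). In nSyb neurons 37 of them were above 0, with *gsb* at 0.40 and *Doc3* at 0.39, and *ey* had -0.62 in elav neurons. The 48 axon guidance and adhesion genes were lower than random lists in each cell type, with -0.09, -0.24 and -0.17 and 45, 45 and 44 members below 0. Among them *nerfin-1*, a transcription factor gene of newborn neurons, had -0.97 in NSCs and -1.38 in elav neurons. The 88 cytoplasmic ribosomal protein genes were low as a list throughout, with -0.32, -0.30 and -0.36 and 80, 74 and 82 members below 0, below every random list.
From loci where Cap-G is bound at one stage and not at another, and from the genes bound in a single cell type, the paper proposes that Cap-G binding is specific to the cell type and changes during differentiation and neuronal maturation. The paper also shows that its replicates correlate strongly and form a separate cluster for each cell stage.

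**Figure D2:**
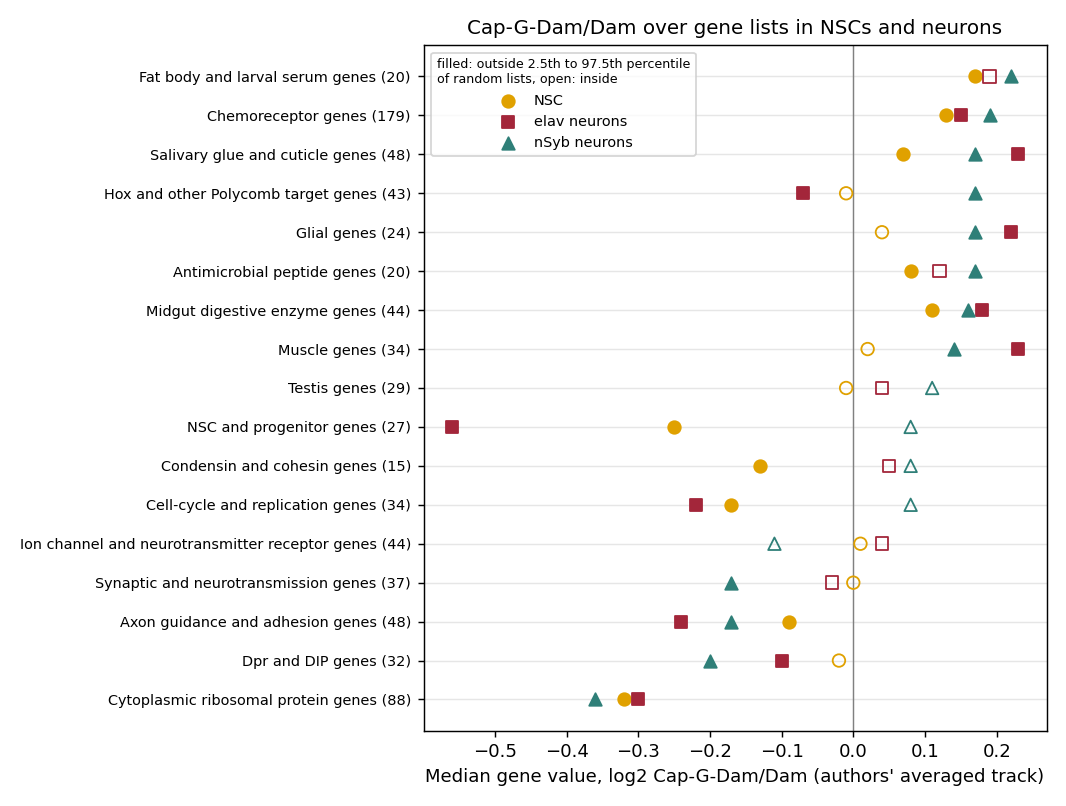
Median log2 Cap-G-Dam/Dam of each gene list (number of genes in parentheses) in NSCs (circles), elav neurons (squares) and nSyb neurons (triangles), filled where the median lies in the lowest or highest 2.5% of random lists of the same size and gene lengths. Histone genes, most of which are listed at 0, are not drawn; the NSC and progenitor genes move from -0.25 and -0.56 to 0.08, and the ribosomal protein genes stay at -0.30 or lower.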

Cap-G peaks are strongly enriched in gene bodies and depleted in intergenic and non-coding regions (Figure 4C, Figure 4—figure supplement 1C). 

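Most regions bound by Cap-G lay within genes in each cell type. The midpoint fell in an annotated gene span for 791 of 877 regions in NSCs (90.2%), 1045 of 1186 in elav neurons (88.1%) and 793 of 964 in nSyb neurons (82.3%), while gene spans make up 69.4% of the base pairs measured. Farther than 1 kb from any gene lay 5.2%, 4.6% and 9.1% of the regions, against 23.0% of the base pairs. The band within 1 kb of a gene held 4.6%, 7.3% and 8.6% of the regions, against 7.6% of the base pairs.
Averaged over protein-coding genes scaled to the same length, the log2 ratio was 0.026 in the middle of the gene and -0.119 at its ends in NSCs, 0.077 and -0.036 in elav neurons, and 0.021 and -0.072 in nSyb neurons. At 2 kb outside the gene it was -0.037, 0.030 and -0.020. The ends of genes were thus lower than both the middle of the gene and the sequence 2 kb away.
The gene table used here gives neither strand nor exons, so starts and ends of genes were averaged and introns, exons and promoters were not told apart. For genes longer than 5 kb the middle lay 0.17 above the ends in elav neurons, against 0.11 for all genes.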

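The Cap-G ratio at tRNA genes was low in all 3 cell types. The 290 annotated tRNA genes had a median log2 ratio of -0.09 in NSCs, -0.09 in elav neurons and -0.10 in nSyb neurons, at percentile 0.0 of sets of as many random positions and of as many gene ends. Of them 1, 2 and 5 lay in bound regions (0.3%, 0.7% and 1.7%), while these regions cover 1.28%, 2.27% and 1.81% of the base pairs measured. The share in nSyb neurons was thus close to that of the base pairs. The 98 rRNA genes in the table, 96 of them 5S genes, had a median of 0.00, and none lay in a bound region. For 55 of the rRNA genes every fragment was listed at 0 in all 3 tracks, so the median says little about these repeats. The large rRNA genes of the rDNA arrays were not analysed here.
The 32 snRNA genes had -0.17 in NSCs, -0.24 in elav neurons and 0.01 in nSyb neurons, with 0, 1 and 0 in bound regions. With 1 kb added on each side of the gene, 3.8%, 4.8% and 5.9% of the tRNA genes met a bound region. At an FDR of 1%, 3.8% of the tRNA genes in elav neurons and 4.8% in nSyb neurons lay in regions, and no rRNA gene did. No expected share was computed for either setting.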

We did not observe significant binding of Cap-G at tRNA genes or rRNA genes in our data, as previously reported for condensin binding in *S. cerevisiae* (in which there is only one condensin complex) or condensin II binding in mouse ESCs (D'Ambrosio et al., 2008; Yuen et al., 2017).

### Chromatin accessibility is reduced at Cap-G binding sites across cell types

Previous evidence suggests that condensin associates with open chromatin and enhancer regions in *C. elegans* (Kranz et al., 2013). Similarly, the condensin II subunit, Cap-H2 localises at enhancer regions in *Drosophila* Kc167 cells (Li et al., 2015a). We asked whether Cap-G binding similarly occurs at known regulatory sequences in *Drosophila.* To address this we analysed Cap-G binding at all experimentally verified cis-regulatory modules (CRMs) from the REDfly database (Rivera, 2018; http://redfly.ccr.buffalo.edu/index.php) and observed a strong depletion of Cap-G binding at those sites, suggesting that Cap-G is not broadly associated with CRMs (Figure 4D).

Since many CRMs from this dataset may not be accessible in a given cell type, it was desirable to analyse Cap-G binding with respect to chromatin accessibility in the relevant cell-type of interest. To accomplish this we utilised the recently described Chromatin Accessibility TaDa method (CATaDa) (Aughey et al., 2018). This method takes advantage of the fact that the untethered Dam used to normalise our TaDa data preferentially methylates accessible chromatin, meaning that reanalysis of our control data can be used to determine open chromatin regions in the specific cell-types used. Furthermore, since these data are acquired from animals using the same drivers and treated under the same conditions as the experimental dam-fusions, it provides an ideal dataset for comparing open chromatin with Cap-G binding. Overall, open chromatin regions determined by CATaDa display a general depletion of Cap-G binding (Figure 4E). Whilst the majority of accessible sites were depleted for Cap-G binding, a subset of sites showed some enrichment for Cap-G. We also observed a negative correlation between chromatin accessibility and Cap-G binding across all cell types (Figure 4—figure supplement 2A,B).

It has been demonstrated that chromatin can be divided into several discrete states depending on the occupancy of various key proteins (Filion et al., 2010). These states include repressive and permissive chromatin environments. Recently published data allowed us to compare Cap-G binding to chromatin states in NSCs (Marshall and Brand, 2017). We find that Cap-G binding is most strongly enriched in repressive chromatin states (Figure 4F). Cap-G was particularly strongly associated with ‘black’ chromatin – a prevalent repressive state that does not incorporate traditional heterochromatin markers. In contrast, Cap-G binding was relatively depleted at permissive chromatin states, particularly the ‘red’ TrxG state (Figure 4F). Overall, our results suggest that accessible chromatin is depleted at Cap-G binding sites indicating that condensin I does not bind to known enhancer and regulatory regions in *Drosophila* NSCs and neurons. Together these data suggest that Cap-G binding of chromatin in neurons may have a regulatory role independent of binding to accessible chromatin and may promote, or be recruited to, repressive chromatin environments.

### Knockdown of Cap-G in neurons leads to misregulation of gene expression in the CNS

As Cap-G is expressed in neurons and demonstrates specific DNA binding properties in differentiated cells, the role of Cap-G in neuronal gene regulation was investigated. We performed RNA-seq experiments on the CNS of neuron-specific Cap-G knockdown flies. Due to the differences we had previously observed between *elav-KD* and *nSyb-KD* phenotypes, we continued to use both drivers to investigate differences in gene expression when Cap-G is depleted either in newly born and mature neurons (*elav-KD*), or more mature neurons (*nSyb-KD*). Cap-G knockdown resulted in disruption of the neuronal transcriptome, with a significant number of genes differentially expressed using both *elav* and *nSyb* drivers (Figure 5A, Figure 5—figure supplement 1A,B). *elav-KD* resulted in 1360 upregulated and 1308 downregulated genes, whilst in the *nSyb-KD* we observed a more modest effect on gene expression, with 152 upregulated and 126 downregulated genes. Of genes that are differentially expressed in both experiments (83 genes), a similar pattern of up/downregulation was observed (Figure 5D).

**Figure 5.**
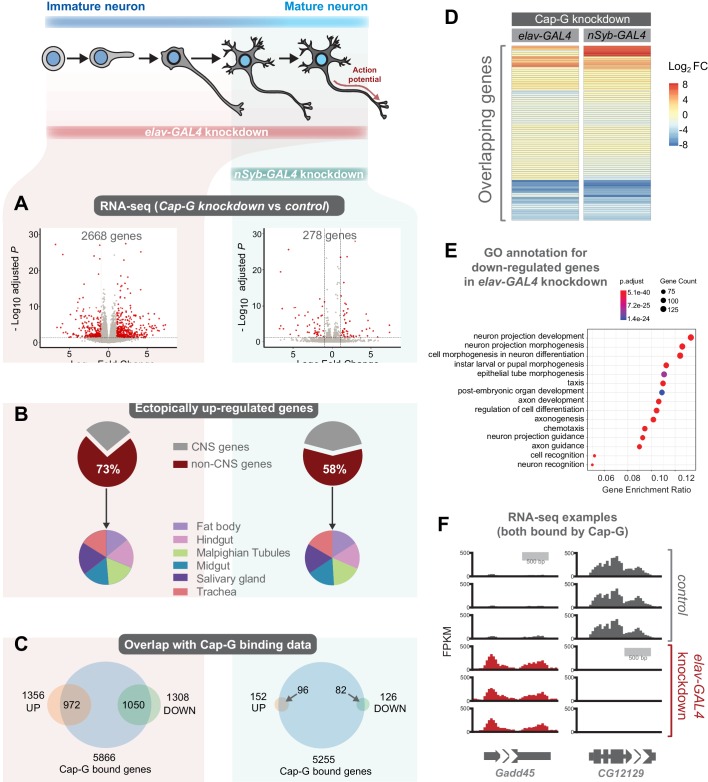
Cap-G knockdown in neurons display severe misregulation of gene expression. (**A**) Volcano plots showing differentially expressed genes in *elav-KD* and *nSyb-KD* respectively. Significant differential expression marked in red by a Log2 fold change > 1 or <-1 and FDR < 0.05. Control genotypes are *elav-GAL4; UAS-deGradFP* and *nSyb-GAL4; UAS-deGradFP* for *elav-KD* and *nSyb-KD* respectively. (**B**) Pie charts showing tissue of origin expression data for upregulated genes in Cap-G KD datasets taken from FlyAtlas. The majority of genes are not normally expressed in the CNS but in alternative tissues. (**C**) Venn diagrams showing significant overlap between Up/Down regulated genes and Cap-G DamID peaks for elav and nSyb neurons respectively, Fisher’s exact test (p<1×10^−20^). (**D**) Heatmap of overlapping differentially expressed genes between *elav-KD* and *nSyb-KD*. (**E**) Enriched Gene Ontology analysis of downregulated genes from *elav-KD* shows mostly neuron-specific terms. (**F**) Example of differentially expressed genes directly bound by Cap-G in *elav-KD* (all three replicates displayed).

**Figure 5—figure supplement 1.**
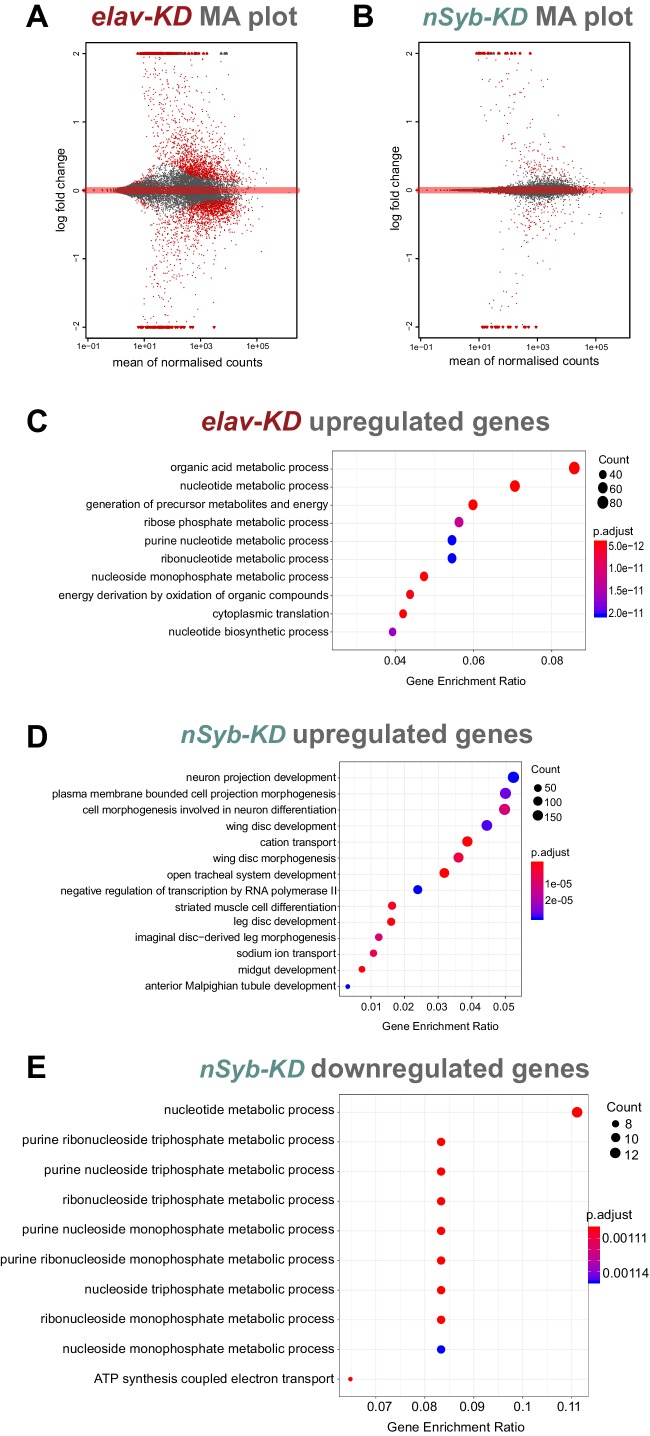
Analysis of RNA-seq data. (**A-B**) MA plot of RNAseq datasets for *elav-KD* and *nSyb-KD* respectively showing mean of normalised counts and log_2_ fold change values, significant genes marked in red. (**C-E**) Enriched GO terms analysis for differentially expressed genes, gene enrichment ratio shown, circle size correlates with number of genes detected and colour with p-adjust value. (**C**) Upregulated genes in *elav-KD* showing generic, non-CNS specific terms GO terms. (**D**) Upregulated genes in *nSyb-KD* showing generic, non-CNS specific terms. (**E**) Downregulated genes in *nSyb-KD* showing metabolic-related GO terms.

Analysis of Enriched Gene Ontology (GO) terms shows that downregulated genes in *elav-KD* were tissue-specific, with neuron-specific terms such as ‘neuron projection development’ and ‘cell morphogenesis in neuron differentiation’ being highly enriched (Figure 5E). Gene expression data extracted from FlyAtlas 2 (Leader et al., 2018) revealed that the majority of upregulated genes are not normally expressed in the larval CNS (Figure 5B). 73% of upregulated genes in *elav-KD*, and 58% in *nSyb-KD* are non-CNS specific, belonging to tissues such as the Midgut, Hindgut and Fat body. Interestingly, the tissue distribution of these ectopically expressed genes is very similar in both knockdown scenarios. This is further confirmed by GO term analysis of upregulated genes that yielded a variety of non-CNS specific GO terms for both knockdowns, such as ‘nucleotide metabolic process’ and ‘midgut development’ (Figure 5—figure supplement 1C,D). These data suggest that Cap-G contributes to the repression of non-neuronal gene expression following terminal differentiation.

To determine whether misregulation of gene expression was a direct consequence of loss of Cap-G binding in the genome we compared our RNA-seq data to the previously described Cap-G binding profiles (Figure 4). We observed a significant overlap between Cap-G bound genes in our TaDa data and the differentially expressed genes for both *elav* and *nSyb-KD* (Figure 5C,F). In *elav* expressing neurons, 80% of downregulated genes and 72% of upregulated genes were directly bound by Cap-G. These overlaps are highly significant (Fisher’s exact test, p<10^−20^). In mature neurons, 63% of upregulated genes and 65% of downregulated genes were bound by Cap-G (Fisher’s exact test, p<10^−20^). These data suggest that the majority of misregulated gene expression observed may be a result of direct binding by Cap-G.

## Discussion

Whilst condensin function in chromosome segregation is well defined, non-canonical roles for condensin complexes in the regulation of gene expression are less well understood. Despite this, recent studies have provided evidence of condensin proteins contributing to gene regulation and chromatin organisation (Lau and Csankovszki, 2014). Whilst it seems certain that condensin complexes play a role in gene regulation, some of these studies may suffer from technical artefacts relating to premature condensin knockdown in dividing cells (Hocquet et al., 2018). Furthermore, studies examining condensin function outside of mitosis have drawn conflicting conclusions (Abdennur, 2018; Longworth et al., 2012). In this manuscript we aimed to characterise the role of a condensin I protein (Cap-G) in a previously unstudied post-mitotic cell type. We found that Cap-G plays a significant part in regulating gene expression in neurons which is necessary for normal nervous system function.

### A post-mitotic role for Cap-G/condensin I in neurons

We observed nuclear localisation of Cap-G in *Drosophila* NSCs and neurons during development. The presence of *Drosophila* Cap-G in the nuclei of post-mitotic neurons mirrors the reported nuclear localisation of Cap-G in interphase (Herzog et al., 2013). Previous analyses of condensins in the central nervous system showed that condensin I and II are both involved in murine NSC division, but ‘largely absent’ from neurons (Nishide and Hirano, 2014). It is possible that the relative intensity of signal observed from dividing and post-mitotic cells masked the presence of condensin subunits in this instance. However, both our in situ hybridisation and fluorescently tagged protein imaging, as well as previously published RNA-seq data (Leader et al., 2018), strongly suggest that Cap-G is prevalent in *Drosophila* post-mitotic neurons. Further studies will be required to determine whether this property is conserved in other species.

Our results show that Cap-G depletion leads to alterations in gene expression in both early and mature neurons in *Drosophila* larvae. We observed that neuron-specific genes are downregulated, whilst non-CNS genes are ectopically upregulated in neurons depleted of Cap-G, suggesting that Cap-G activity contributes to maintenance of the neuronal transcriptome. These observations are supported by previous studies in interphase and mitotic cells which show that Condensin I and II regulate cell-specific gene expression in multiple species (Yuen et al., 2017; Rawlings et al., 2011; Li et al., 2015b). However, only a single study reports a post-mitotic role for condensin, specifically condensin II subunit Cap-D3, in *Drosophila* (Longworth et al., 2012). The authors describe Cap-D3 regulating cell-specific gene expression in fat body cells, where it binds to and transcriptionally activates innate-immunity genes, including antimicrobial peptides. Interestingly, adult flies depleted of Cap-D3 have impaired immune response and fail to effectively clear bacteria (Longworth et al., 2012). Therefore, condensin I and II subunits may have different roles according to developmental stages, cell types, and complex incorporation.

Our data suggest that DNA damage is significantly increased in Cap-G depleted neurons. Previous studies in yeast have implicated the condensin complex in the regulation of the DNA damage response during interphase (Aono et al., 2002; Chen et al., 2004). Moreover, *Drosophila* condensin II has been implicated in inhibiting double stranded break (DSB) formation (Schuster et al., 2013). In human cells condensin I was shown to have a function in single stranded break (SSB) specific DNA damage repair but was not involved in DSB repair (Heale et al., 2006). In contrast, the antibody used in our DNA damage experiments specifically recognises the response to DSBs. So far, Condensin I has not been shown to function in DNA damage pathways in *Drosophila*, therefore it is possible that condensin I is involved in DSB repair in flies, in contrast to mammalian cells. However, Cap-G/condensin I may be required to maintain genomic stability in neurons independently of the DNA damage response. It is unclear whether the DNA damage we observe is responsible for the changes in gene expression. Given that we see similar levels of DNA damage in neurons of both *elav* and *nSyb* mediated knockdown, which have significantly different levels of aberrant gene expression, it is likely that increased DNA damage is not directly responsible for the changes we see in gene expression.

### Cap-G mediated regulation of gene expression

To date, the role of condensin in transcription regulation has only been speculated for interphase and dividing cells. For example, condensin involvement in transcriptional repression has been suggested in *C. elegans* (Kranz et al., 2013), mouse T-cells (Rawlings et al., 2011), and yeast (Swygert et al., 2019). However, there is conflicting evidence in the literature on the role of condensin in gene expression. A recent study in fission and budding yeast suggests that condensin has no direct effect on gene expression and that changes to RNA levels occur as an indirect effect of chromosome mis-segregation in condensin-depleted cells (Hocquet et al., 2018). Moreover, recent studies in yeast and mouse hepatocytes showed no significant changes in gene expression upon condensin depletion (Paul et al., 2018; Abdennur, 2018). Our data is exclusively post-mitotic therefore there is no effect on chromosome stability, emphasising that the effects we see on neuronal gene expression are a direct result of Cap-G depletion. Furthermore, a large proportion of the affected loci appear to be associated with Cap-G, suggesting that Cap-G could have a direct transcriptional regulatory effect on its binding regions. This is also observed in *C. elegans*, where the dosage compensation complex binds to specific DNA regions and promotes transcriptional repression (Meyer, 2010; McDonel et al., 2006).

We demonstrated that Cap-G binds dynamically to DNA in NSCs and post-mitotic neurons. Each cell type displayed unique genes bound by Cap-G. Interestingly, Cap-G peaks are enriched mid-gene rather than at promoter regions as reported in *C. elegans* and chicken DT40 cells (Kranz et al., 2013; Kim et al., 2013). Moreover, we did not observe any overlap between Cap-G binding and TFIIIC targets, as previously described in multiple species (D'Ambrosio et al., 2008; Kranz et al., 2013; Kim et al., 2013; Yuen et al., 2017). Condensin binding data reported to date has been collected from mitotic or interphase cells. Therefore, condensin binding patterns in terminally differentiated cells are unknown, and the binding patterns we observe may be unique to this cell type. Similarly, we saw that Cap-G binding was depleted at accessible chromatin and known enhancer and regulatory element regions (Leader et al., 2018). This is contrary to a study in which Cap-G was shown to localise to active enhancers in human cancerous cells, promoting estrogen-dependent gene expression (Li et al., 2015b). However, conflicting evidence for condensin I binding at enhancer regions has been presented. For example, Barren has been shown to overlap with few known enhancers in mitotic *Drosophila* Kc167 cells (Van Bortle et al., 2014).

We observed that the majority of Cap-G binding in NSCs was depleted at accessible loci. This indicates that condensin may be involved in initiating or maintaining repressive chromatin states, and is supported by the observation that we see Cap-G most strongly associated with repressive chromatin states in NSCs. However, we also saw Cap-G association with some open chromatin regions, indicating that its role in regulation of gene expression may not be so clear. This is consistent the fact that we see de-repression of silenced genes in our RNA-seq data, as well as down-regulation of genes that are usually expressed. These data indicate that Cap-G does not have an exclusive repressive role. However, given that a large proportion of mis-expressed genes are not directly bound by Cap-G, we conclude that many of these changes are caused by indirect effects. Loss of Cap-D3 (condensin II) in cultured mitotic *Drosophila* cells results in spreading of repressive histone marks, affecting transcription of neighbouring genes, indicating that this complex may be required for maintaining boundaries between different chromatin environments (Schuster et al., 2013). It is conceivable that Cap-G has a similar function in post-mitotic neurons, which could help to explain the repression and de-repression of gene expression observed in our RNA-seq data.

The canonical role of condensin is as a molecular motor that extrudes DNA loops thereby organising chromosome architecture during mitotic chromosome compaction (Paul et al., 2019). Given that condensin has this ability to rearrange chromosome topologies, it is feasible that the action of Cap-G in neurons could be to remodel 3D chromatin structure for optimal gene expression. Since we see more severe consequences of Cap-G depletion in younger neurons, this may suggest that condensin is required to establish a mature post-mitotic chromosome conformation in fully differentiated neurons before synaptogenesis. Another SMC complex, cohesin, is well known to be required for the formation of topologically associated domains (Yuen and Gerton, 2018). Perturbation of cohesin in *Drosophila* neurons resulted in behavioural phenotypes and defects in axon pruning, also indicating that remodelling of chromatin architecture is likely to be important in neuronal maturation (Pauli et al., 2008).

### Differential requirement for Cap-G in newly born and mature neurons

We depleted Cap-G levels in two overlapping populations of cells, fully differentiated neurons (expressing *nSyb*), as well as immature to fully differentiated neurons (expressing *elav*). *elav-GAL4*-driven knockdowns consistently displayed more severe phenotypes than with *nSyb-GAL4* and had equally drastic changes in gene expression. This difference in phenotype can be attributed to the cells being targeted by the different drivers. e*lav-GAL4* encompasses all neuronal cells, including newly born neurons that are in a more transient and plastic state, when compared to more mature, synapse forming-neurons targeted with *nSyb-GAL4*. This hints that Cap-G may serve a role in terminal differentiation of newly born neurons, but also maintenance of neuronal cell-state once matured. Consistent with this we saw much higher levels of Cap-G in newly born neurons than in more fully differentiated neurons, suggesting that Cap-G may play a more prominent role in the early life of the neuron.

Previous reports have stated that *elav-GAL4* may drive expression prematurely in embryonic NSCs (Berger et al., 2007). We made extensive efforts to determine whether *elav-GAL4* caused a reduction in Cap-G levels in NSCs or any defects in NSC division. Since we could not see any changes in Cap-G levels in NSCs and did not observe any phenotypes that we would expect to see from mitotic Cap-G knockdown, we concluded that the phenotypes we observed were a result of post-mitotic Cap-G depletion in neurons. However, the possibility remains that Cap-G knockdown may occur in an undetected subset of progenitor cells, or at levels too low to detect, that give rise to chromosome segregation related phenotypes. That phenotypes were observed with two independent neuronal GAL4 lines (*elav-GAL4* and *nSyb-GAL4*) provides further confidence in a *bona fide* role for Cap-G in neurons. In future, the development of GAL4 lines with even more precise spatial and temporal control will allow us to carefully interrogate the differences between condensin function in the different stages of neuronal maturation.

We initially decided to investigate Cap-G function in neurons based on a potential interaction with the neuronal transcription factor Lola-N. Lola-N is required in the early stages of neuronal differentiation to maintain the differentiated cell state (Southall et al., 2014). Similarly, we observed increased levels of Cap-G and more severe consequences from knockdown of Cap-G in the early stages of neuronal maturation. Therefore, it is intriguing to speculate that Cap-G/condensin I act together with Lola-N to maintain the neuronal transcriptome in differentiating neurons. Further studies will be necessary to verify whether there is in fact a functional relationship between these two proteins.

### Conclusion

In conclusion, we have shown that neuronal Cap-G is required for normal development and survival in *Drosophila.* This implicates the condensin I complex in a previously uncharacterised role in gene expression in post-mitotic cells. Further studies will be necessary to fully define the mechanism by which this regulation is mediated, whether that is by direct regulation of gene expression, or indirectly, through remodelling the topology of the 3D genome.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*D. melanogaster*)	*Cap-G*		FLYB: FBgn0259876	
Strain, strain background (*E. coli*)	DH5α	NEB	# C2987I	Competent cells
Genetic reagent (*D. melanogaster*)	*P{GawB}elav^C155^ -GAL4* *‘elav-GAL4’*	Bloomington*Drosophila*Stock Center	BDSC: #458	
Genetic reagent (*D. melanogaster*)	*w^1118^; P{y^+t7.7^ w^+mC^ = GMR57 C10-GAL4}attP2* *‘nSyb-GAL4’*	Bloomington*Drosophila*stock Center	BDSC: #39171	
Genetic reagent (*D. melanogaster*)	w*;; P[w^+mC^ = UAS-Nslmb-vhhGFP4] *‘UAS-deGradFP’*	Bloomington*Drosophila*stock Center	BDSC: #38421	Caussinus et al., 2012
Genetic reagent (*D. melanogaster*)	*Cap-G^EGFP^*	Kleinschnitz, 2020		Stefan Heidmann Lab
Genetic reagent (*D. melanogaster*)	*barren^EGFP^*	Kleinschnitz, 2020		Stefan Heidmann Lab
Genetic reagent (*D. melanogaster*)	*wor-GAL4; tub-GAL80^ts^*	Southall Lab		Southall Lab stocks
Genetic reagent (*D. melanogaster*)	*tub-GAL4*	Bloomington*Drosophila*stock Center		
Genetic reagent (*D. melanogaster*)	*UAS-LT3-Cap-G-Dam*	This paper		See Materials and methods
Genetic reagent (*D. melanogaster*)	*UAS-LT3-Dam*	Southall Lab, Southall et al., 2013		
Antibody	Anti-GFP (chicken-polyclonal)	Abcam	ab13970	IF(1:2000)
Antibody	Anti-Lola-N (rabbit-	Southall Lab, Southall et al., 2014		IF(1:10)
Antibody	Anti-elav (c) (rat- monoclonal)	DSHB		IF(1:500)
Antibody	Anti-deadpan (guinea pig)	Brand Lab		Donated by Andrea Brand Lab IF(1: 10000)
Antibody	Anti-pH3 (rabbit-polyclonal)	Millipore	#06–570	IF(1:500)
Antibody	Anti-γ-H2AV (mouse-monoclonal)	DSHB	Cat name: UNC93-5.2.1	IF(1:200)
Recombinant DNA reagent	Plasmid- *pUAST-attB*	Bischof et al., 2007		
Sequence-based reagent	Cap-G_FW	This paper		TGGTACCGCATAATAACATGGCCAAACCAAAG
Sequence-based reagent	Cap-G_RV	This paper		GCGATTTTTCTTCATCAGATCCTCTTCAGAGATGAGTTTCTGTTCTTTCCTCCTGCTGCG
Sequence-based reagent	Dam_FW	This paper		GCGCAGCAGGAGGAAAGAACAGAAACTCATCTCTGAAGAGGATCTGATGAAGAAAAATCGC
Sequence-based reagent	Dam_RV	This paper		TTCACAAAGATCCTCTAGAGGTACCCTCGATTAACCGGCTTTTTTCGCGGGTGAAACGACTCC
Commercial assay or kit	Click-iT TUNEL Alexa Fluor 549	Thermo Fisher	Cat no: C10618	
Software, algorithm	R, R Studio	R 3.4.3		
Software, algorithm	Prism 8	Graphpad Prismeight for Windows		
Other	DAPI (DNA stain)	Thermo Fisher	#D1306	Concentration: 1:20000

### Fly stocks

*Cap-G^EGFP^* and *barren^EGFP^* CRISPR knock-in lines were generated by first inserting cassettes directing expression of EGFP in the eye, immediately downstream of the *Cap-G* and *barren* reading frames within the context of their genomic loci. This facilitated easy screening of knock-in individuals due to their green eye fluorescence. Upon FLP-recombinase mediated excision of the eye-specific promotor, eye fluorescence was lost and at the same time a continuous reading frame was generated between *Cap-G* or *barren* and *EGFP*. Thus, C-terminally EGFP-fused Cap-G and Barren variants are expressed under control of their genomic regulatory elements. Further details of the strain construction are described elsewhere (Kleinschnitz, 2020). For degradFP experiments we used the line w*;; P[w^+mC^ = UAS-Nslmb-vhhGFP4] (Caussinus et al., 2012). *tubulin-GAL4/TM6B* was used for ubiquitous degradation of Cap-G. *UAS-mcd8-GFP* was used for fluorescent reporter experiments. Neuron-specific Cap-G knockdown was driven by the following GAL4 lines *P(GawB)elav^C155^ -GAL4* for newly born neurons and *w^1118^; P{y^+t7.7^ w^+mC^ = GMR57 C10-GAL4}attP2* (*nSyb-GAL4* - Bloomington #39171) for mature neurons. *wor-GAL4* was used to drive expression in NSCs (Albertson et al., 2004).

### Immunohistochemistry and in-situ hybridisation

Third instar larvae and adult CNS were dissected in 1x PBS and tissue was fixed for 20 min in 4% formaldehyde (Polysciences, Inc, 10% methanol-free) diluted in PBST (0.3% Triton X-100 in PBS). Tissue washes were done in PBST every 5–15 min. Normal Goat Serum (2% in PBST) was used for tissue blocking (RT, 15 min- 1 hr) and subsequent overnight primary antibody incubation. Tissue was mounted on standard glass slides in Vectashield Mounting medium (Vector laboratory).

Embryos were kept at 25°C and collected every 12–15 hr. Embryos were prepared for confocal imaging using a standard protocol as previously described (Southall et al., 2014). Embryos were dechorionated using 50% bleach solution and subsequently fixed in a 1:1 solution of 4% formaldehyde to Heptane. After fixation embryos were washed in 100% methanol to ensure removal of the vitelline membrane and subsequently washed with PBST. Tissue was blocked in 2% NGS (RT, 15 min- 1 hr) and then incubated with appropriate primary antibodies overnight.

Primary antibodies used include: rat anti-elav 1:500 (Developmental Studies Hybridoma Bank, DSHB), chicken anti-GFP 1:2000 (Abcam), rabbit anti-phospho-Histone H3 Ser10 (pH3) 1:500 (Merck Millipore, 06–570), guinea pig anti-deadpan 1: 1000 (provided by A. Brand), rabbit anti-Lola-N 1:10 (Southall et al., 2014) and mouse anti-ɣ-H2Av 1:500 (DSHB - Lake et al., 2013). Secondary antibodies used include Alexa Fluor 488, 545 and 633 1:200 (Life technologies) and tissue was incubated for 1.5 hr at room temperature. The DNA stain DAPI (1: 20,000) was used as nuclear counterstain.

TUNEL staining on embryos was performed using the Click-iT TUNEL Alexa Fluor 549 (ThermoFisher). The provided protocol was followed. The only optimisation included incubation of fixed embryos with Proteinase K for 30 min at room temperature and subsequent post-fixation in 4% formaldehyde for 15 min at room temperature.

For in-situ hybridisation experiments, RNA probes were designed using LGC Biosearch Technologies' Stellaris RNA FISH Probe Designer against *Cap-G* exon four and with Quasar 570 dye. Tissue was treated following the published protocol (Yang et al., 2017). Fixed and blocked tissue was incubated in hybridisation buffer with *Cap-G* probe (3 µM) and primary antibody of interest for 8–15 hr.

### Imaging and image analysis

Samples were imaged using a confocal microscope Zeiss LSM 510 and Leica CF8. Analysis of acquired images was done using the Fiji (Schindelin et al., 2012) and Icy-Bioimage Analysis software (de Chaumont et al., 2012). Icy plugin Spot Detector (Olivo-Marin, 2002) was used to analyse the total number of cells when quantifying dividing NSCs, pH3 staining, DNA damage (ɣ-H2Av) as well as TUNEL staining, filters were adjusted per experiment and kept constant across control and experimental images. For nuclear area analysis the Ilastik software was used for bulk image segmentation, (Berg et al., 2019) to recognise each nucleus as an individual ROI. Subsequently, the segmented image was analysed in Fiji using Analyze Particles and extracting the mean nuclei area (>1000 cells / replicate) in a total of 7 embryonic replicates. To quantify live GFP levels we took a z-stack (four slices minimum of the VNC) per embryo. Actively dividing cells displayed highest GFP levels, therefore binary images were created by using a threshold (Outsu’s thresholding) to select dividing cells as regions of interest (ROI). Mean pixel intensity per ROI (dividing cell) was calculated using Analyze Particles plugin in Fiji (>30 cells/ embryo). Average pixel intensity of ROI was calculated across z-stack slices, for a total of 10 biological replicates. To quantify the GFP levels in NSCs, images were analysed from three biological replicates per condition. The Dpn positive cells were selected as individual ROIs as described above. The average pixel intensity detected for GFP and for Dpn were extracted using the Analyze Particles plugin in Fiji (>70 cells / embryo). The GFP/Dpn ratio of pixel intensity was calculated per cell. Statistical significance was analysed using a Nested t-test.

### Behavioural and phenotypic assays

All animals were kept at 25°C unless otherwise stated. For the developmental survival assay three biological replicates per genotype were used. Flies were allowed to lay for 5 hr and then 100 embryos per replicate were collected. After 24 hr, L1 larvae were transferred to a food vial and allowed to develop. The number of pupae (5 days post- lay) and eclosed adults (10 days post-laying) were recorded. Adult survival assays were performed on three replicates, with 20 flies per replicate. Male and female animals were separated upon eclosion. Death was scored daily until total number of flies deceased.

Behavioural assays were performed as previously described (Nichols et al., 2012). Locomotion assay was performed on 3^rd^ instar larvae using 10 biological replicates and three technical replicates. Individual larvae were setup in clear agar plates against a 0.5 cm^2^ grid. Larvae were left to acclimatise for 1 min and locomotion was recorded as distance covered per minute. Negative geotaxis assays were performed on 10 male flies and 10 technical replicates per genotype. Flies were set up in climbing vials against a grid and a camera. Video recording was started before sharply tapping flies to the bottom of vials. Videos were analysed using Icy, the frame in which the first fly reached the top of the vial was extracted. The coordinates of each fly were used to calculate the average distance climbed per replicate. Statistical tests and plots were performed using the software GraphPad Prism version eight for Windows.

### Targeted DamID

We generated a *UAS-Cap-G-Dam* line to use in Targeted DamID experiments. The isoform Cap-G-PF was amplified by PCR from cDNA library. The *Dam* construct was fused on the C-terminus of Cap-G using fusion PCR. The *Dam* sequence is frequently fused to the N-terminus of the protein of interest, however, the fusion of a protein to the Cap-G C-terminus has been previously shown to have no effect on protein integrity or function (Herzog et al., 2013). The *mCherry* sequence used for the primary ORF in the TaDa cassette was amplified from pUAST-LT3-Dam (Southall et al., 2013) template and fused by PCR to the N-terminal of *Cap-G-Dam* construct. Finally the *mCherry-Cap-G-Dam* construct is cloned into the pUAST-attB (Bischof et al., 2007) plasmid using Gibson Assembly (Gibson et al., 2010).

To infer cell-specificity in our Targeted DamID (Southall et al., 2013) experiments we used the following driver lines: *wor-GAL4; tub-Gal80ts* for neuronal stem cells, *elav-GAL4; tub-GAL80ts* for immature and mature neurons and *tub-GAL80ts; nSyb-GAL4* for mature neurons. The *UAS-Cap-G-Dam* line was used to profile Cap-G binding and the Dam-only line *tub-GAL80ts; UAS-LT3-NDam* (Southall et al., 2013) was used as a control for Dam expression and Chromatin Accessibility TaDa experiments (Aughey et al., 2018).

Animals were crossed to the desired driver line and embryos collected at 25°C for 4 hr. To obtain third instar larval brains, embryos were raised at 18°C for seven days post collection and subsequently placed at 29°C for 24 hr to induce Dam- expression. 30 larval brain per replicate were dissected in PBS with 100 mM EDTA. Extraction of Dam-methylated DNA and genomic libraries were performed as previously described (Marshall et al., 2016). Illumina HiSeq single-end 50 bp sequencing was performed on two biological replicates. Sequencing obtained was mapped to release 6.03 of the *Drosophila melanogaster* genome and normalised against *Dam-only* control data (Marshall et al., 2016).

### Peak calling and annotation

Significant peaks were called and mapped to genes using a custom Perl program that allows for the identification of broadly bound regions (available at https://github.com/tonysouthall/Peak_calling_DamID; copy archived at https://github.com/elifesciences-publications/Peak_calling_DamID; Southall, 2019). In brief, a false discovery rate (FDR) was calculated for peaks (formed of two or more consecutive GATC fragments) for the individual replicates. Then each potential peak in the data was assigned an FDR. Any peaks with less than a 0.01% FDR were classified as significant. Significant peaks present in both replicates were used to form a final peak file. Any gene (genome release 6.11) within 5 kb of a peak (with no intervening genes) was identified as a potentially regulated gene. (Marshall et al., 2016) Cap-G peaks were assigned to genomic features using HOMER software annotatePeaks pipeline (Heinz et al., 2010).

### CATaDa and chromatin accessibility analysis

CRM data were extracted from the REDfly database (Rivera, 2018; http://redfly.ccr.buffalo.edu/index.php). Coordinates were converted to BED format for comparison to TaDa data. For CATaDa data analysis Dam only reads were mapped to release 6.22 of the *Drosophila* genome and binned to GATC regions using a previously described pipeline (Aughey et al., 2018) (available at: https://github.com/tonysouthall/damidseq_pipeline_output_Dam-only_data; Marshall and Brand, 2015). Processed CATaDa data were normalised to total number of reads per million before comparison to other data types. Regions of open chromatin defined in Figure 4E were defined by calling peaks on CATaDa data using a previously described pipeline (available at https://github.com/tonysouthall/Peak_Calling_for_CATaDa; Southall, 2017).

### RNA-seq and data analysis

RNA-seq was performed on three biological replicates, for Cap-G knockdown and controls respectively. Control genotypes were *elav-GAL4; UAS-deGradFP* and *nSyb-GAL4; UAS-deGradFP* for *elav-KD* and *nSyb-KD* respectively. Total RNA was extracted from dissected 3^rd^ instar larvae CNS, 35 per replicate, using a standard TRIzol extraction protocol (Thermo Fisher Scientific, 2016). RNA library preparation and sequencing was performed by Beijing Genomics Institute (BGI).

Sequencing data was mapped to the *Drosophila* genome (release 6.22) using STAR (Dobin et al., 2013). Mapped files were collected in a matrix using *featureCounts* from the Rsubread package (Liao et al., 2019). Differential expression analysis and MA plots were carried out using the Deseq2 R package (Love et al., 2014). Volcano plots were generated using EnhancedVolcano R package (Blighe, 2019). Genes that had an adjusted p-value<0.05 and a log_2_ fold change greater than 1 (for upregulated) or less than −1 (for downregulated) were classified as significant. Heatmap generated using pheatmap package in R.

Tissue expression data from FlyAtlas 2 was used to determine tissue of origin of upregulated genes (Leader et al., 2018). Larval FPKM values above two were considered non-background and were used as a threshold for tissue specificity. Expression data for a list of genes of interest was extracted from the FlyAtlas 2 database and data analysis carried out using Pandas in Python (McKinney, 2010) using a custom code (available at: https://github.com/amh111/FlyAtlas2Scraper) copy archived at https://github.com/elifesciences-publications/FlyAtlas2Scraper; Hassan, 2020).

### Statistical analysis and Gene Ontology

Overlap analysis of peak-files from different datasets was done using Bedtools Intersect and statistical significance determined by Fisher’s exact test using Bedtools fisher (Quinlan and Hall, 2010). Deeptools was used to generate average signal profiles, heatmaps, principal component analysis and correlation matrices (Ramírez et al., 2016). Enrichment GO analysis was performed on gene lists of interest using the R package clusterProfiler (Yu et al., 2012). All other figures were produced using the ggplot2 package in R.

## Data Availability

All raw sequence files and processed files have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession number GSE142112). The following dataset was generated: SouthallTDHassanAAugheyGN2019Characterisation of Cap-G binding and its role in post-mitotic neurons in DrosophilaNCBI Gene Expression OmnibusGSE142112 The following previously published datasets were used: MarshallOJBrandAH2017Chromatin state changes during neural development revealed by in vivo cell-type specific profilingNCBI Gene Expression OmnibusGSE7786010.1038/s41467-017-02385-4PMC574163229273756 LeaderDPKrauseSAPanditADaviesSADowJA2018FlyAtlas 2: a new version of the Drosophila melanogaster expression atlas with RNA-Seq, miRNA-Seq and sex-specific data.European Nucleotide ArchivePRJEB2220510.1093/nar/gkx976PMC575334929069479

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

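Cap-G binding was measured by Targeted DamID in larval brains in 12 samples, 2 of Cap-G-Dam and 2 of Dam-only for each of the drivers *wor-GAL4* (NSCs), *elav-GAL4* (elav neurons) and *nSyb-GAL4* (nSyb neurons), with 30 brains per sample. The authors mapped reads of 50 bp with Bowtie2 to release 6.03 of the *Drosophila melanogaster* genome (BDGP6), binned them by GATC fragment and normalised Cap-G-Dam to Dam-only with the pipeline of Marshall et al.. The versions of these tools are not given in the sources used here. The deposited values are log2 ratios of Cap-G-Dam to Dam-only, averaged by the authors over replicates, 1 track for each driver. How the average was formed is not given in the sources used here. The 12 RNA-seq samples, the CATaDa data and the chromatin states were not analysed here.

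Each track holds 373710 fragments with a median length of 196 bp. The SD of the fragment values was 0.30 in NSCs, 0.46 in elav neurons and 0.36 in nSyb neurons. Values listed at exactly 0 numbered 29799, 28102 and 27955, of which 24499 were shared by the 3 tracks, and were kept. The depth per sample is not given in the averaged tracks, and with 1 track per cell type no SD, standard error or p-value between replicates could be computed. All values are therefore the authors' averaged values.

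Genes were taken from a gene table of Release 6 (17673 genes on the 6 arms, 13911 of them protein-coding), while the paper assigned genes with release 6.11. The table holds neither strand nor exons, and no genome sequence was used here. The value of a gene is the mean over its span weighted by fragment length. Scaled values are minus the median of all protein-coding genes and divided by 1.4826 times the median absolute deviation. Regions were called with the paper's FDR of 0.01% and its minimum of 2 fragments, on the average and not in each replicate. The caller was not the paper's own program, which was run on each replicate and followed by keeping peaks found in both. Thresholds were the quantiles 0.80, 0.85, 0.90, 0.95 and 0.99 of the track, and at least 0. The expected number of runs came from fragments in random order. Genes were assigned within 5 kb with no gene in between. On simulated tracks with 200 planted runs of 6 or of 12 fragments, the caller recovered 100.0%, and it recovered 0.0% of 200 planted runs of 4 fragments at the same level. The other fragments of these tracks were in random order, as the FDR assumes, so the simulation does not test false calls among correlated neighbours. For the same reason the recovered shares do not carry over to the measured tracks, where regions of 4 fragments were called. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

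Tracks were correlated by Spearman's rho over 10 kb bins. The paper's bin size is not given in the sources used here, and 10 kb is a common default. For gene lists, 18 lists with 877 matched genes were written before the data were examined, and 2 symbols (*Trh* and *rye*) were left out as ambiguous. The lists are NSC and progenitor, cell-cycle and replication, condensin and cohesin, synaptic and neurotransmission, ion channel and neurotransmitter receptor, axon guidance and adhesion, glial, muscle, fat body and larval serum, midgut digestive enzyme, salivary glue and cuticle, antimicrobial peptide, testis, Hox and other Polycomb target, cytoplasmic ribosomal protein, histone, chemoreceptor, and Dpr and DIP genes. Each median was placed among 10000 random lists matched on size and on decile of gene length.

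Genes were named by a rule written before the data were examined: the genes the paper names beside binding data with *Cap-G*, *barr*, *elav*, *wor* and *lola*, the 5 highest and 5 lowest protein-coding genes of each track, the 5 largest rises and 5 largest falls of the scaled value in each comparison, and the 2 highest and 2 lowest members of each list. The rankings were over 11532 genes with at least 5 fragments.

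The alternatives set before the data were examined were bins of 1 kb, single fragments, Pearson's r, each arm left out in turn, an FDR of 1%, at least 4 fragments, quantiles from 0.90 to 0.99 only, regions that overlap the gene, protein-coding genes only, base pairs in place of midpoints, genes longer than 5 kb, the unweighted median of the fragments, 5 kb added on each side of a gene, 1 kb added on each side of a small RNA gene, and fragments of 200 to 2000 bp. Chosen after the data had been examined were an FDR of 5%, list members at least 100 kb apart, differences of percentiles within each track in place of scaled values, and leaving out fragments listed at 0 in all 3 tracks. The tolerance of 0.05 for a change of a value, the scaled value of 1 above which a gene value counts as called, the limits at the lowest and highest 2.5% of random lists and the rule for lists outside the paper's binding data were also set after exploratory values had been seen.

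Some planned steps needed strand, exons or sequence and were reduced or left out. Regions were sorted only into gene spans, within 1 kb of a gene and farther away, in place of promoters, introns, exons, untranslated regions and gene ends. The gene profile averages starts and ends. Small RNA genes were set against either end of protein-coding genes in place of their starts. A symmetric promoter class, a gene value over 1 kb on each side of the start, and random lists matched on GC content were not run.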

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

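All of the lists in this part, of which the midgut genes belong to a tissue that the paper discusses for gene expression, were picked by a rule set after exploratory values had been seen, and the test with members at least 100 kb apart was chosen after the result was seen. The rule asked for gene lists that the paper does not discuss in its binding data and whose median lay above 0 and in the highest 2.5% of random lists in all 3 tracks.

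The 179 chemoreceptor genes, for smell and taste, had a median log2 Cap-G-Dam/Dam of 0.13 in NSCs, 0.15 in elav neurons and 0.19 in nSyb neurons, each at percentile 100.00. Members above 0 numbered 157, 135 and 147, but 8.4%, 4.5% and 13.4% were called bound, against 7.8%, 10.5% and 9.4% of all protein-coding genes. *Or45b* had 0.73 in NSCs, *Ir52a* 0.86 in elav neurons and *Or88a* 0.89 in nSyb neurons, and *Or67d* had -0.53 in NSCs. With members at least 100 kb apart (109 genes) the percentiles were 100.00, 98.82 and 99.92.

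The 44 midgut digestive enzyme genes had medians of 0.11, 0.18 and 0.16 (percentiles 99.91, 99.56 and 99.93), but 3, 0 and 3 of them were called bound (6.8%, 0.0% and 6.8%). *Jon65Aii* had 0.62 in NSCs and *Jon99Ci* 0.69 in nSyb neurons, while the maltase gene *Mal-B1* had -0.40 in nSyb neurons. Many of these genes lie in clusters, and 15 remained when members had to be 100 kb apart, at percentiles 97.17, 98.52 and 97.39. The 48 salivary glue and cuticle genes had 0.07, 0.23 and 0.17 (percentiles 99.74, 100.00 and 99.99) and 4.2%, 10.4% and 16.7% of members called bound, with the cuticle gene *Lcp65Af* at 0.76 in NSCs and the glue gene *Sgs3* at -0.30. For the 21 of them that lie apart the percentiles were 98.59, 99.75 and 98.71.

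No control track without Cap-G-Dam is among the averaged values, and apart from the clustering of neighbouring genes no explanation, technical or biological, was tested for these lists.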

How the results depend on the processing

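Tests chosen only after the data had been seen are an FDR of 5%, list members at least 100 kb apart, percentiles within each track, and leaving out fragments listed at 0 in all 3 tracks. No paired analysis was possible because the files hold only averages over replicates. Percentiles are among random lists, and for each change the cause was not tested.

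Bound regions and genes moved with the threshold. In NSCs, elav neurons and nSyb neurons an FDR of 1% gave 3604, 3817 and 3809 regions and 3636, 3889 and 4059 bound genes, 1401 of them in all 3. An FDR of 5% gave 5877, 5894 and 5914 regions and 5197, 5222 and 5327 genes, with 2324 in all 3. Quantiles from 0.90 to 0.99 only gave 513, 634 and 537 regions and 666, 781 and 746 genes, with 55 in all 3. No region had fewer than 4 fragments, so requiring at least 4 changed no count and says nothing about stability. Regions that overlap the gene or protein-coding genes only kept the 4 gene counts within 1.5 times.

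For the correlation of NSCs with elav neurons, 1 kb bins gave 0.55 and Pearson's r 0.72. Single fragments gave 0.44, with 0.37 for NSCs with nSyb neurons and 0.44 for elav with nSyb neurons. The gene profile in elav neurons had a middle 0.17 above the ends for genes longer than 5 kb.

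At small RNA genes, snoRNA genes in elav neurons went from percentile 99.94 of random positions to 1.12 with 1 kb on each side, a change of direction. With 1 kb on each side, 6.7% of snoRNA genes in elav neurons and 3.8%, 4.8% and 5.9% of tRNA genes in NSCs, elav and nSyb neurons lay in regions. At an FDR of 1% it was 8.6% and 1.9% of snoRNA genes and 3.8% and 4.8% of tRNA genes in elav and nSyb neurons.

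With 5 kb on each side of the gene, list medians moved across a limit for NSC and progenitor genes in nSyb neurons (99.90), ion channel genes in nSyb neurons (0.25), glial (98.70) and muscle genes (98.73) in NSCs, condensin and cohesin genes in NSCs (13.01), and antimicrobial peptide genes in NSCs (11.22), elav neurons (98.97) and nSyb neurons (90.57). Of the differences from NSCs to elav neurons, condensin and cohesin (91.68) and fat body genes (14.63) came inside the limits, and antimicrobial peptide (99.92), histone (0.35), midgut (1.53) and salivary glue and cuticle genes (98.99) passed them. From NSCs to nSyb neurons, condensin and cohesin (96.94), ribosomal protein (94.67), muscle (95.83) and testis genes (75.43) came inside, and antimicrobial peptide (98.12) and salivary glue and cuticle genes (99.84) passed. From elav to nSyb neurons, ribosomal protein genes came inside (6.73), and ion channel (0.42) and synaptic genes (1.37) passed.

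With the unweighted median of the fragments, condensin and cohesin genes in NSCs came inside (3.59), and NSC and progenitor genes (98.38) and testis genes (98.16) in nSyb neurons and fat body genes in elav neurons (99.23) passed. From NSCs to elav neurons, condensin and cohesin (82.26), fat body (25.69) and synaptic genes (10.19) came inside. From NSCs to nSyb neurons, condensin and cohesin (96.91) and synaptic genes (3.45) came inside, and axon guidance (0.15) and glial genes (99.04) passed. From elav to nSyb neurons, Dpr and DIP (0.60) and testis genes (99.01) passed.

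With members at least 100 kb apart, antimicrobial peptide genes in NSCs (49.39) and nSyb neurons (89.68) and midgut genes in NSCs (97.17) and nSyb neurons (97.39) came inside, and glial genes in NSCs passed (98.47). From NSCs to elav neurons, NSC and progenitor genes came inside (9.16). From NSCs to nSyb neurons, testis genes came inside (76.16), and chemoreceptor (1.34) and glial genes (97.61) passed. From elav to nSyb neurons, chemoreceptor (89.09) and ribosomal protein genes (7.16) came inside. With percentiles within each track in place of scaled values, ribosomal protein genes came inside in all 3 differences (89.97 from NSCs to elav neurons, 53.97 from NSCs to nSyb neurons and 9.39 from elav to nSyb neurons), as did NSC and progenitor (18.75), condensin and cohesin (97.44) and fat body genes (4.01) from NSCs to elav neurons. A percentile within a track does not move with the spread of the track, and a scaled value does. Without fragments listed at 0, ribosomal protein genes came inside from elav to nSyb neurons (3.15) and histone genes passed from NSCs to elav neurons (1.29).

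The following totals count each result once under each alternative, and they include the changes listed above. Of list medians 199 of 216, and of differences of lists 232 of 270, kept their place relative to the limits. Within the tolerance of 0.05 stayed 25 of 30 correlations, each arm left out in turn included, 20 of 21 profiles and 18 of 18 arm levels. For small RNA genes, 27 of 36 percentiles and shares kept their place relative to the limits or stayed within the 95% interval of the main share. So did 6 of 6 shares in gene spans stay within that interval, and 6 of 6 ratios by gene length stayed within 1.5 times. Of the values of named genes, counted in the same way, 67 of 135 moved by more than the tolerance of 0.05.

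A symmetric promoter class, a gene value over 1 kb on each side of the start and random lists matched on GC content were planned and not run, because strand and sequence were not used here. Depth sets how small a ratio a fragment can show, and it could not be assessed from averages.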

Differences from the paper's values

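The FDR of 5% is the only setting in this part that was chosen after the data and the paper's counts had been seen.

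The counts of bound genes at an FDR of 0.01%, called here on the average of the replicates, are below the paper's. The caller also differs from the paper's program, which was run on each replicate, with only peaks found in both kept. The reason for the lower counts was not tested. For NSCs the paper's count is about 4800 in Fig. 4B, read by eye, and the count here is 1166. For elav neurons it is about 5900 in Fig. 4B, read by eye, against 1599, for nSyb neurons about 5300 in Fig. 4B, read by eye, against 1448, and for genes bound in all 3 about 2300 in Fig. 4B, read by eye, against 222. Of the alternatives set before the data were examined, an FDR of 1% comes within 1.5 times of the paper's count for NSCs (3636) and nSyb neurons (4059), and not for elav neurons (3889) or for all 3 (1401). At least 4 fragments, quantiles from 0.90 to 0.99 only, regions that overlap the gene and protein-coding genes only do not come within 1.5 times for any of the 4 counts. An FDR of 5%, chosen after seeing the values, comes within 1.5 times for all 4 (5197, 5222, 5327 and 2324), and leaves 1 of the 13 genes and cell types that the paper marks as bound uncalled (*CG12129* in elav neurons, which FDRs of 0.01% and 1% do not call either).

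The Spearman correlations of NSCs with elav neurons (0.66) and of NSCs with nSyb neurons (0.44) match the numbers printed in Figure 4—figure supplement 2A. For elav with nSyb neurons the value is 0.51 here and about 0.52 in Figure 4—figure supplement 2A, read by eye.

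Of the 13 genes and cell types that the paper marks as bound, 5 were called at an FDR of 0.01%: *CycE* in nSyb neurons, *nSyb* in NSCs, *Unc-89* in NSCs and elav neurons, and *Gadd45* in elav neurons. At 1%, *dpn*, *E(spl)mgamma-HLH*, *stg*, *dap* and *Unc-89* in nSyb neurons and *nSyb* in elav neurons were called too, 11 in all. *ase* in nSyb neurons was called at 5%, and *CG12129* in elav neurons, where the gene value is -0.01, under none of the settings. At 1% a region in elav neurons on 2R from 10037325 to 10040137 (mean 0.45) lay within 5 kb of *CG12129* but was not assigned to it. *Gadd45*, which the paper shows as bound in elav neurons, had a gene value of -0.07 there, and its region lay beside the gene on 2R from 7254571 to 7258569 (mean 0.92). A region beside the gene was also called in NSCs from 7250750 to 7252608 and in nSyb neurons from 7251139 to 7251925.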

Other observations

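All 3 tests on the NSC and cell-cycle lists were chosen after the result was seen, as was the search for a shared stretch inside the *Cap-G* gene, and the tests on gene length and on the span of the *Cap-G* gene were written before.

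Genes for condensin and cohesin subunits, 15 in number, had medians of -0.13 in NSCs (percentile 0.78, but 13.01 with 5 kb on each side and 3.59 by the unweighted median), 0.05 in elav neurons (38.44) and 0.08 in nSyb neurons (87.45), with *Cap-H2* at -0.34 in NSCs and *barr* at -0.17, 0.00 and -0.02. The 29 testis genes had -0.01, 0.04 and 0.11 (percentiles 29.85, 48.39 and 96.75), and the 20 antimicrobial peptide genes 0.08, 0.12 and 0.17 (98.96, 90.55 and 99.06), of which the values in NSCs and nSyb neurons came inside the limits with 5 kb on each side (11.22 and 90.57) and with the 8 members at least 100 kb apart (49.39 and 89.68). The 111 histone genes had 0.00 in each track (68.73, 22.41 and 21.62), because most lie in a repeated cluster that is listed at 0.

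The neuronal gene *elav* had -0.64 in NSCs, -0.70 in elav neurons and -0.59 in nSyb neurons. The NSC gene *wor* had -0.31, -1.15 and 0.06, and *lola* had -0.42, -0.29 and -0.29. The 269 snoRNA genes had -0.18, 0.02 and -0.08, and the value in elav neurons changed direction with 1 kb on each side, from percentile 99.94 of random positions to 1.12. The chemoreceptor genes had a scaled median of -0.43 in elav neurons relative to NSCs, with 121 of 179 members lower.

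The NSC and cell-cycle lists were higher in nSyb neurons than in NSCs. A shift or rescaling of a whole track leaves percentiles within it as they are, but the lists' median percentiles rose by 50.4 and 43.8, both at percentile 100.00 of random lists, which argues against it. A few genes that lie side by side were tested with members at least 100 kb apart, and both lists stayed at percentile 100.00 (rises of 47.5 and 38.7), which argues against it too. More Dam-only methylation at genes that a cell type transcribes may lower their ratio, and the list of ribosomal protein genes, which are broadly transcribed apart from paralogues such as *RpS5b*, had medians of -0.30 or lower. This cannot be told apart from less Cap-G at such genes, since the files hold only the ratio, and a difference between the cell types stays open and was not tested here. The paper maps accessible chromatin from its Dam-only data and reports that Cap-G is generally depleted there (Fig. 4E). That comparison rests on the same ratio and was not repeated here.

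Bound genes were longer than other genes. The share bound in the longest decile was 6.28 times that in the shortest in NSCs, 4.34 times in elav neurons and 3.55 times in nSyb neurons. A candidate explanation is that a region placed at random meets a longer gene more often. In each placement all regions of an arm were moved along it together, by the same random distance. The placements gave median ratios of 7.82, 5.91 and 6.36, and at least the observed ratio in 94, 95 and 100 of 100. In nSyb neurons even the lowest ratio of the placements (4.30) was above the observed one. By this ratio, the excess of long over short genes was thus no larger than random placement gives. The shares of long and of short genes were not set against the placements separately. No biological explanation was tested.

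The *Cap-G* gene had 0.08 in NSCs, 0.08 in elav neurons and 0.22 in nSyb neurons. Methylated DNA of the Cap-G-Dam transgene could raise the ratio at the gene itself. The span minus its 5 kb flanks lay at percentiles 26.1, 49.4 and 73.3 of all protein-coding genes. These values do not exclude it, because the span includes introns, which dilute such an effect, and a stretch inside the gene on 2R from 13134492 to 13134932 lay in a region at an FDR of 1% in all 3 tracks, as for 824 of 13911 protein-coding genes (5.9%). Exon positions were not used here, so transgene DNA and binding at the gene cannot be told apart, and no biological explanation was tested.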
